# Sensory neuron transcriptomes reveal complex neuron-specific function and regulation of *mec-2/*Stomatin splicing

**DOI:** 10.1093/nar/gkab1134

**Published:** 2021-12-08

**Authors:** Xiaoyu Liang, Canyon Calovich-Benne, Adam Norris

## Abstract

The function and identity of a cell is shaped by transcription factors controlling transcriptional networks, and further shaped by RNA binding proteins controlling post-transcriptional networks. To overcome limitations inherent to analysis of sparse single-cell post-transcriptional data, we leverage the invariant *Caenorhabditis elegans* cell lineage, isolating thousands of identical neuron types from thousands of isogenic individuals. The resulting deep transcriptomes facilitate splicing network analysis due to increased sequencing depth and uniformity. We focus on mechanosensory touch-neuron splicing regulated by MEC-8/RBPMS. We identify a small MEC-8-regulated network, where MEC-8 establishes touch-neuron isoforms differing from default isoforms found in other cells. MEC-8 establishes the canonical long *mec-2/Stomatin* isoform in touch neurons, but surprisingly the non-canonical short isoform predominates in other neurons, including olfactory neurons, and *mec-2* is required for olfaction. Forced endogenous isoform-specific expression reveals that the short isoform functions in olfaction but not mechanosensation. The long isoform is functional in both processes. Remarkably, restoring the long isoform completely rescues *mec-8* mutant mechanosensation, indicating a single MEC-8 touch-neuron target is phenotypically relevant. Within the long isoform we identify a cassette exon further diversifying *mec-2* into long/extra-long isoforms. Neither is sufficient for mechanosensation. Both are simultaneously required, likely functioning as heteromers to mediate mechanosensation.

## INTRODUCTION

The function and identity of a single cell is shaped by the complement of genes it expresses. Recent advances in single-cell transcriptomics have enhanced our understanding of how gene expression is regulated at the level of individual cells (1). In the nervous system, for example, single-cell RNA-seq has revealed new cellular sub-types and subtype-specific transcription factors within the mammalian brain (2,3).

The function and identity of a single cell can also be shaped by post-transcriptional regulation of gene expression. For example, functional neuronal classes can be defined by specific alternative splicing isoforms or the expression of specific RNA binding proteins (4,5). In contrast with single cell RNA-seq for gene expression analysis, measuring isoform expression in single cells is technically challenging due to low sequencing depth and uniformity of coverage (6,7). These limitations can lead to erroneous conclusions. For example, sparse coverage can lead to the incorrect conclusion of binary splicing choices in which only one isoform of a given gene is expressed per cell (7). We therefore know less about how splicing regulation contributes to the identity and function of single neurons.

Given an individual single-cell transcriptome, it is often unclear (i) what are the regulatory mechanisms by which it is generated, and (ii) which elements of the regulatory network are functionally relevant? A related challenge is, given a network of genes or isoforms controlled by a regulatory protein, which are the functionally-relevant targets? For example, a number of RNA binding proteins have been implicated in human neuronal disorders, but even when the relevant neuronal cell type can be identified, it often remains a mystery as to which target(s) contribute to the phenotype (8). This speaks to the challenge of extracting regulatory and functional information from single-cell gene regulatory networks.

We set out to address these challenges in the context of the nervous system of the nematode *Caenorhabditis elegans*. To address the regulation of alternative splicing networks in single cell types, we took advantage of the invariant *C. elegans* cell lineage. In *C. elegans* a single cell type can be genetically labeled in thousands of individual isogenic animals, then the animals can be dissociated and thousands of the same cell type can be collected and subjected to sequencing (9). The resulting high sequencing depth and uniformity facilitates the analysis of splicing regulatory networks in single cell types.

To address the question of functionally-relevant targets within splicing networks, we focused on a well-described neuronal cell type responsible for a straightforward and quantitative behavior. The mechanosensory ‘touch neurons’ respond to gentle mechanical stimuli delivered to the worm's body. Touch neurons can be labeled with specific GFP reporters and their function can be assessed by measuring the animal's avoidance response to gentle touch administered by an eyelash hair. Classic genetic screens identified the conserved splicing regulator MEC-8/RBPMS as a gene essential for touch neuron function (10,11). Careful examination of the MEC-8-regulated transcriptome of touch neurons may therefore reveal regulatory and functional insights into splicing networks in specific neuron types.

Using cell specific RNA-seq of wild-type and *mec-8* mutant touch neurons, we identify a small network of 13 MEC-8-regulated isoforms, compared to dozens of isoforms regulated by MEC-8 in whole animals. MEC-8 establishes a number of touch neuron-specific isoforms distinct from the ‘default’ splicing pattern found in other cell types. For example, many neurons express a non-canonical short isoform of the conserved mechanosensory gene *mec-2/Stomatin*, while MEC-8 mediates expression of a long isoform in touch neurons. This observation leads to the identification of a role for *mec-2* in olfaction, in addition to its well-known role in mechanosensation. The short isoform functions in olfaction but not in touch sensation, while the long isoform functions in both. Remarkably, *mec-8* mutant touch sensation is fully rescued by genetic restoration of a single MEC-8 target, the *mec-2* long isoform. Finally, within the long *mec-2* isoform we identify additional splicing diversity: a previously-uncharacterized large alternative exon yields either an extra-long *mec-2* isoform when included, or the canonical long *mec-2* isoform when skipped. Both isoforms are expressed in touch neurons and are simultaneously required for touch sensation, likely as heteromultimers. In sum, by analyzing deep cell-specific transcriptomes, we uncover both regulatory and functional aspects of alternative splicing in a single neuron type, with implications for the function of different types of sensory neurons.

## MATERIALS AND METHODS

### *C. elegans* strain maintenance and generation

*Caenorhabditis elegans* were maintained by standard techniques on NGM agar plates seeded with OP50 *Escherichia coli* at 20°C. Reference alleles *mec-8(e398)* and *mec-2(e75)* used unless otherwise noted. Transgenic animals bearing extrachromosomal arrays were injected at 20 ng/μl. CRISPR/Cas9 transgenics were generated using dual plasmid gRNAs and plasmid homologous repair templates. All mutant lines were verified for seamless editing using Sanger sequencing and subsequently outcrossed. Double edits were performed sequentially, with the first edit homozygosed and sequence verified before proceeding to the second edit.

Strains generated in this study: ADN301 = Ex[MEC-8::GFP fosmid]. ADN1057 = *mec-8(e398);* Is[*mec-4p::GFP*]. ADN959 = Ex[*mec-3p::elp-1* exon 5 splicing reporter]. ADN960 = Ex[*rgef-1p::elp-1* exon 5 splicing reporter]. ADN999 = *mec-8(csb22);* Ex[*mec-3p::elp-1* exon 5 splicing reporter]. ADN1000 = *mec-8(smu1)*; Ex[*rgef-1p::elp-1* exon 5 splicing reporter]. PHX3660 = *elp-1(syb3660)*. PHX2112 *= mec-2(syb2112)* MEC-2A*::wrmScarlet*. PHX4210 = MEC-2A::wrmScarlet MEC-2E::3XFlag. PHX3795 = *mec-2e(syb3795)* = MEC-2E::wrmScarlet. PHX1764 = *mec-2(syb1764) mec-2B* isoform forced expression. ADN758 = *mec-2A* isoform forced expression. ADN759 = *mec-2E* isoform forced expression. ADN446 = Ex[MEC-2B::GFP fosmid]. PHX strains were custom ordered and generated by SunyBiotech. We previously generated *mec-8* deletion allele *csb22* and demonstrated it to be a null mutant (12). Additional strains were provided by the CGC, which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440).

### Behavioral analysis

For gentle touch assays, an eyelash hair was used to gently stroke either the anterior body (just posterior to head) or posterior body (just anterior to anus). Total of 10 strokes were performed on each worm (five to anterior body, five to posterior body). Worms usually moved backwards or stopped moving forward when gentle touch was performed to anterior body, while worms moved forward quickly when gentle touch was performed to posterior body. Avoidance of touch was considered as positive response, and a total number of positive response (out of 10) was recorded. At least 10 worms were used for gentle touch assay.

Olfaction assays were performed as previously described (13). Unseeded plate were divided into four quadrants, two with buffer and two with odorant, chemotaxis index = (# animals in two odorant quadrants)/(# animals in any of the four quadrants) The following modifications were made: animals were staged at larval L4 stage, M9 buffer was used for washes, and animals were pelleted via gravity rather than centrifugation to minimize bacterial co-transfer, since *mec-2* loss-of-function mutants are lethargic in the presence of even trace amounts of bacterial food.

### Cell dissociation and cell sorting

Worms were grown on 100 mm NGM agar plates seeded with thick OP50 lawn. To obtain synchronized L4 worms, embryos were isolated from gravid hermaphrodites using hypochlorite solution then hatched overnight in M9 buffer at room temperature. Next day, synchronized L1 worms were put onto OP50 seeded plates for 36–40 hours at room temperature. L4 stage was verified by vulva morphology.

Dissociated cells were prepared as previously reported (9,14) with minor modifications. Briefly, L4 worms were washed with M9 buffer twice to remove bacteria. Worm pellet (∼400 μl) then incubated with 800 μl of SDS-DTT solution (200 mM DTT, 0.25% SDS, 20 mM HEPES, 3% sucrose, pH 8.0) to disrupt cuticle for 4 min. After SDS-DTT treatment, worms were washed with 1× egg buffer for five times. Worms then incubated with 20 mg/mL pronase (dissolved in 1 x egg buffer, Sigma-Aldrich P8811) from *Streptomyces griseus* for 30 minutes. During incubation, worms were disrupted by pipetting for 80 times per 5 min. When most of worms were dissociated, 1× egg buffer was added to stop the digestion and cells pelleted by centrifuging at 1500 rcf for 5 min at 4°C. The pellet was resuspended in 1× egg buffer, washed a second time to remove pronase completely. Dissociated cells were separated from worm debris by centrifuging 100 rcf for 2 min at 4°C. Supernatant which contains cells was filtered using 40-μm filter into collection tube.

Sorting experiments were performed on SONY SH800S cell sorter equipped with a 70-μm diameter chip. N2 strain (non-GFP cells) was used to set up appropriate gates for *mec-4p::*GFP strains (zdIs5, GFP-expressing touch receptor neurons) to exclude auto-fluorescent cells. GFP+ cells and corresponding GFP- cells were sorted into 500 μl TRIzol respectively for RNA extraction.

### RNA extraction, library preparation, sequencing and analysis

RNA was extracted with Direct-zol RNA Miniprep Kits (Zymo research R2050) following the protocol. DNA libraries were prepared for sequencing using the NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina according to standard manufacture's protocol. Paired-end 150 bp sequencing mapped with STAR (15) (version 2.5.3) using *C.elegans* reference genome WBcel235 yielded 35–100 million uniquely mapped reads for each sample. Parameters used in STAR are as follows: – outFilterMultimapNmax10–alignSJoverhangMin5–alignSJDBoverhangMin3–outFilterMismatchNmax10. The sequencing data generated in this study are available at the NCBI SRA archive (PRJNA752629) and GEO (GSE184149).

Alternative splicing was analyzed using JUM (16) (version 2.0.2) requiring exon junctions to be represented by at least ten junction-spanning reads in at least two out of three replicates to be considered *bona fide* splicing events. Significance values were set at FDR-corrected *q* < 0.05 with a Percent Spliced In |ΔPSI| of >15%. JUM reports global alternative splicing patterns, defines, and assembles them into conventionally known patterns: alternative 5′ splice site; alternative 3′ splice site; cassette exon; intron retention; mutually exclusive exon, as well as composite (an additional previously unclassified alternative splicing pattern, which is composed of different conventionally recognized alternative splicing patterns). Quantification of changes in splicing patterns between different conditions (e.g. wild-type and *mec-8* mutant touch neurons) were represented as percent spliced in values (ΔPSI). A False Discovery Rate (FDR)-adjusted *P* values (or *q* value) <0.05 were considered statistically significant. Differential expression analysis between different conditions was performed by DESeq2 (17) (version 1.26.0) with default settings. Gene expression enrichment in touch neurons and *mec-8*-regulated splicing events can be found in the Supplementary Spreadsheet. For prediction of intrinsically-disordered domains, we used PrDOS (18) under default parameters, including 5% false positive rate.

### Microscopy

Images of *elp-1* splicing reporter and *mec-2* endogenously-tagged strains were obtained with a Zeiss AxioImager Z1 and processed in ImageJ. For immunofluorescence of mec-2A::RFP + mec-2E::FLAG Immunohistochemistry, large pellets of gravid animals were collected, and the following protocol was followed: fresh fixing reagent: 400 μl MeOH, 100 μl Molecular water, 300 μl 8% PFA, 20 μl βME. animal pellet was flash frozen in liquid nitrogen after rotating pellet in fixation reagent. Worms were cracked using hot water bath and flash freezing in liquid nitrogen, washed four times with triton–borate buffer, five times with βME-triton-borate buffer, five times with PBST until βME smell dissipated. Primary antibody was added at 1:300 or 1:400 depending on affinity of antibody, incubated overnight at 4°C, washed five times with PBST. Secondary antibody was added at 1:400 and incubated overnight at 4°C, washed five times with PBST. 20 μl stained animal pellet was mounted to slide, and anti-glare media added to animal pellet and mixed on slide. Coverslip was added then sealed coverslip with clear nail polish.

## RESULTS

### Cell-specific sequencing of wild-type and *mec-8* mutant touch neuron transcriptomes

The conserved splicing factor MEC-8/RBPMS was first identified in *C. elegans* as a gene required for the function of mechanosensory ‘touch neurons’ (10,11). MEC-8/RBPMS homologues in vertebrates and invertebrates are expressed with both tissue specificity (*e.g*. vascular smooth muscle) and neuron-type specificity (*e.g*. retinal ganglion cells) (19,20). Likewise, *C. elegans* MEC-8 is expressed in specific tissues such as the hypodermis, as well as specific subsets of neurons (Figure 1A-B), notably the touch neurons and phasmid neurons (21,22) (Figure 1B).

**Figure 1.**
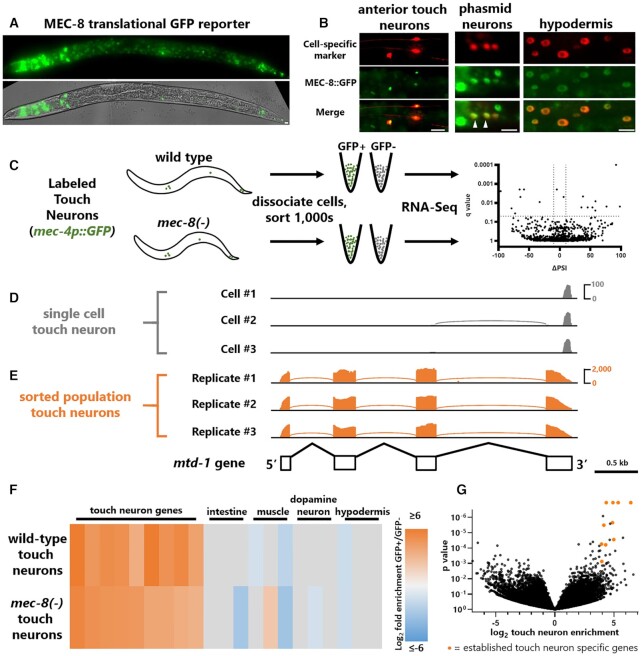
cell-specific sorting of wild-type and *mec-8* mutant touch neurons. (**A**) MEC-8 expression assessed by translationally-tagged transgenic fosmid reporter. Fluorescence is present in many tissues and cells throughout the worm. Scale bar represents 10 μm. (**B**) Translational fosmid reporter crossed with cell-specific RFP transgenes: *mec-17p* for anterior touch neurons, *osm-6p* for phasmid neurons (arrowheads indicate phasmid neurons, additional neuron is PQR), *dpy-7p* driving HIS-58::RFP for hypodermal nuclei. Scale bar represents 10 μm. (**C**) Schematic for obtaining sorted touch neurons and paired sorted negative control cells for both wild-type and *mec-8(-)* animals. Reference allele *mec-8(e398)* is used unless otherwise specified. (D, E) Re-analysis of existing touch neuron scRNA-seq from Taylor *et al.*, 2020 (**D**) in comparison with our touch neuron population RNA-seq (**E**) for the gene *mtd-1*, which is the highest-enriched gene from the scRNA-seq touch neuron data, highlighting the increase in coverage and splice junction representation afforded by sorted neuron sequencing. (**F**) Log_2_ fold changes determined by DESeq2 comparing GFP+ versus GFP- sorted cells for selected genes with literature-attested expression in specific cells or tissues. See also Supplementary Figure S1B for individual gene names. (**G**) Volcano plot of GFP+ versus GFP- enrichment for all detectable genes as determined by DESeq2, pooling both wild-type and *mec-8(-)* samples. Orange data points indicate genes known to be specific to (or highly enriched in) touch neurons based on existing single-gene analyses (in order of *P*-value magnitude: *mtd-1, mec-17, mec-4, mec-10, mec-18, mec-1, mec-7, mec-3, mec-12, mec-14*).

To focus on the functional and regulatory activity of MEC-8 specific to touch neurons, we turned to cell-specific transcriptomics using established cell sorting approaches (9). We used a *mec-4p::GFP* transgene which labels all six touch neurons (ALML/R, AVM, PVM, PLML/R) in both wild-type and *mec-8* mutant animals (Figure 1C). Large numbers of synchronized L4-stage animals (from approximately 30 large 100 mm plates) were dissociated, and GFP-positive cells were sorted and sequenced in parallel with dissociated GFP-negative-sorted controls (Figure 1C). Experiments were performed in biological triplicate, yielding an average of 13,032 sorted cells per biological replicate, and polyA-selected RNA-seq yielded an average of 26,886,700 uniquely mapped reads per sample (Supplementary Figure S1A).

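The sorted touch neuron experiment holds 6 RNA-seq libraries, 3 from wild-type animals and 3 from mec-8 mutants, all at the L4 stage and all sorted by the mec-4p::GFP transgene. The authors mapped the reads with STAR to the WBcel235 genome and deposited the number of reads counted on each of 46726 genes in each library, without normalization. Reads counted on genes totalled 23160250, 27882591 and 15334872 in wild-type replicates 1, 2 and 3. In mec-8 replicates 1, 2 and 3 the totals were 33094142, 30230943 and 22705762. When reads on no gene and reads on more than 1 gene were added, the mean over the 6 libraries was 26886699.5 uniquely mapped reads, and the values here use the reads counted on genes. The alignments to several places in the genome that were set aside in counting numbered 70024247 in wild-type replicate 1 and between 1922629 and 11988379 in the other libraries. Reads falling on more than 1 gene made up 11.1% of the unique reads in wild-type replicate 1 and between 2.62% and 3.04% in the others. Levels are given as CPM, the counts of a gene scaled to the same total of gene counts in each library. A gene with 3 counts, taken as the smallest amount a library can show, stood at 0.0907 to 0.196 CPM. The genotypes were compared with edgeR's quasi-likelihood test after TMM normalization and filterByExpr, with Benjamini-Hochberg adjustment. The filter left 14614 genes. The libraries of 1 genotype differed widely. The correlation of log2 CPM across genes was 0.556 to 0.604 between the wild-type libraries and 0.632 to 0.730 between the mec-8 libraries, against 0.299 to 0.833 between libraries of different genotype. Genes are not independent replicates, so these correlations only describe the libraries. The square root of the common dispersion, which is the relative spread of a gene between libraries of 1 genotype beyond counting noise, was 1.20. Libraries sharing a replicate number deviated from their genotype means with a mean correlation of 0.119 across genes. For libraries with different numbers the mean was -0.0585. Deviations from a genotype mean cancel out within it, so the second mean follows closely from the first and is no separate evidence. The pairs of replicates 1, 2 and 3 gave 0.0535, 0.485 and -0.181, so the replicate 2 pair carried the mean. Results with the replicate number as a block are given beside those without it. Gene counts hold no splice junctions, and the GFP-negative and whole-animal samples were not analysed here.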

In contrast with single cell RNA-seq approaches designed to yield 3′ end-enriched reads for the purpose of gene expression analysis (1), our sorted neuron RNA-seq approach yields libraries with increased depth and uniformity of coverage throughout the gene body, thus enabling the analysis of splicing in single neuron types (Figure 1D, E). 

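The gene mtd-1 lies on chromosome I of WBcel235 from 15001853 to 15005630 on the plus strand and has 975 bases of exon. The annotation has 1 gene overlapping it on the other strand, whose reads the counting could have shared. Wild-type replicates 1, 2 and 3 held 6786, 4839 and 3633 counts of mtd-1, and mec-8 replicates 1, 2 and 3 held 9683, 2307 and 4318. In CPM this was 234.5 ± 59.8 (SD, n = 3) in wild type and 186 ± 108 (SD, n = 3) in mec-8 mutants, a difference smaller than the spread between replicates (exact two-sided permutation test, p = 0.6). In same-numbered pairs mtd-1 was lower in mec-8 in 3 of 3, with 293.0 and 292.6 CPM in replicate 1 (exact sign-flip permutation test of the paired differences, p = 0.25, the smallest that 3 pairs allow). These are totals over the whole gene and give no profile along its body.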

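Levels of 10 genes known from touch neurons, mtd-1, mec-17, mec-4, mec-10, mec-18, mec-1, mec-7, mec-3, mec-12 and mec-14, were read in each sorted library. Together they took 1.47%, 0.162% and 0.483% of the gene counts in wild-type replicates 1, 2 and 3, and 1.15%, 0.103% and 0.146% in mec-8 replicates 1, 2 and 3. Counting error was small beside these differences. The 95% Wilson interval was 1.466% to 1.476% in wild-type replicate 1 and 0.1605% to 0.1635% in wild-type replicate 2, and such intervals cover counting error only. The mean share was 0.705% ± 0.682 (SD, n = 3) in wild type and 0.467% ± 0.594 (SD, n = 3) in mec-8 mutants (exact two-sided permutation test, p = 0.5, where 3 against 3 cannot go below 0.1). Taken as pairs of the same replicate number, the mec-8 library was lower in each of the 3 pairs, by a mean difference of -0.238 percentage points (exact two-sided sign-flip permutation test of the paired differences, p = 0.25). Among genes with at least 1 count in any library, the median of the 10 genes stood at percentiles 97.8, 85.4 and 93.0 in wild-type replicates 1 to 3, and at 97.7, 79.8 and 88.3 in mec-8 replicates 1 to 3. The most abundant was mec-12 or mec-17 in each library, and mec-14 was the least abundant, between 0.820 and 14.8 CPM. Of the 10 genes, 0 had an adjusted p under 0.05 between genotypes in edgeR's quasi-likelihood test, over all genes or over the 10 alone (smallest adjusted p over the 10 alone, 0.731). Genes used as markers of other cells were read in the same way. The dopaminergic genes cat-2, trp-4 and dat-1 had medians between percentiles 22.3 and 56.2. The hypodermal genes dpy-7, elt-3 and clec-1 had medians between percentiles 51.8 and 91.6, and the muscle genes twk-8, myo-3 and unc-120 between 60.1 and 85.9. The intestinal genes mtl-2, elt-2 and ges-1 had medians between 56.9 and 91.6. Summed over each list, the share of counts on the hypodermal genes was lower in each mec-8 library than in each wild-type library, and that on the intestinal genes higher, the smallest p that 3 against 3 allow (exact two-sided permutation tests, p = 0.1 for each, and 0.5 after Benjamini-Hochberg adjustment over 10 lists). The paired differences of both lists had the same sign in 3 of 3 pairs (exact sign-flip permutation tests, p = 0.25 for each). The hypodermal split rested on 0.01512% in wild-type replicate 3 against 0.01474% in mec-8 replicate 2, whose 95% Wilson intervals overlap. None of the 3 hypodermal genes separated the genotypes alone. Levels within sorted cells do not measure enrichment over GFP-negative cells, which were not used here.

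**Figure D1:**
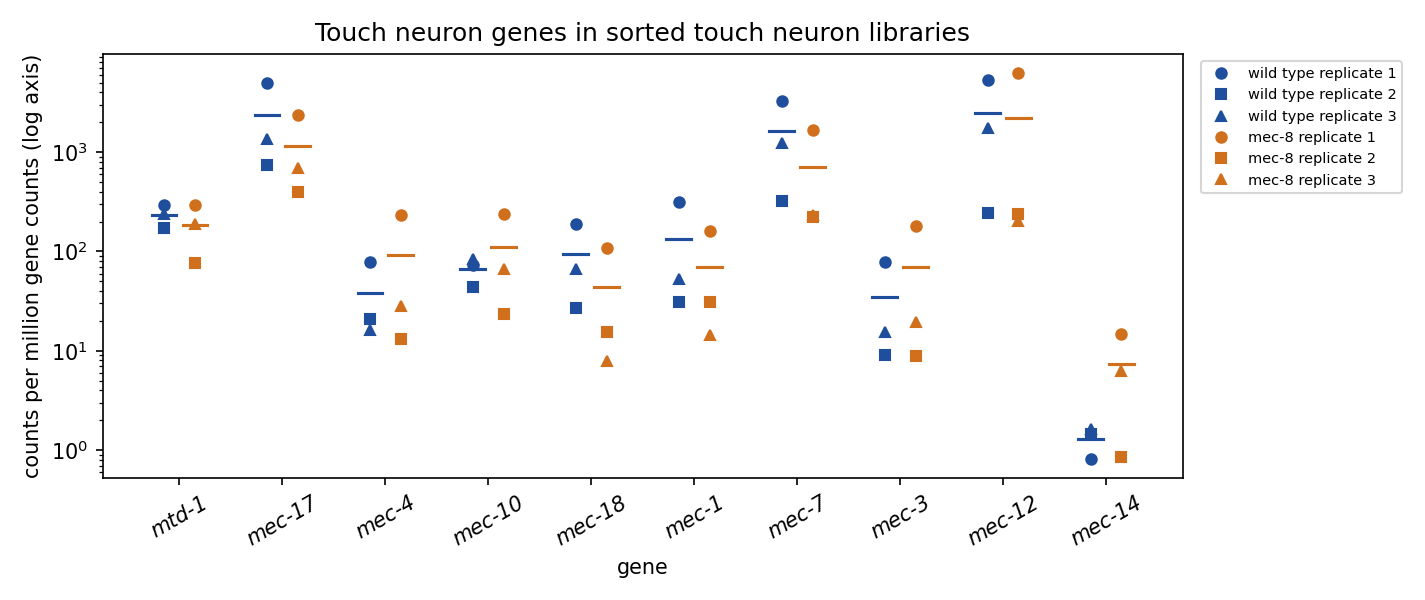
CPM of each of the 10 touch neuron genes (log axis) in each sorted library, with circles, squares and triangles for replicates 1, 2 and 3, blue for wild type and orange for mec-8, and bars at the means. In both genotypes replicate 1 is the highest for most genes, with mec-17 at 4992 CPM in wild-type replicate 1 and 2374 CPM in mec-8 replicate 1.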

We observe strong enrichment for known touch neuron-specific genes in both wild-type and *mec-8* mutant sorted neuron populations (23), but not for genes specific to other tissues or neuronal cell types such as hypodermis or dopaminergic neurons (Figure 1F, G).

### MEC-8 establishes unique touch-neuron specific isoforms

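The mutated gene, mec-8, lies on chromosome I from 9441010 to 9444227 on the minus strand. Wild-type replicates 1, 2 and 3 held 817, 241 and 143 counts of mec-8, or 35.3, 8.64 and 9.33 CPM. The mec-8 mutant replicates 1, 2 and 3 held 775, 196 and 59 counts, or 23.4, 6.48 and 2.60 CPM. Its log2 fold change of mec-8 mutants over wild type was -0.52 (standard error 1.13, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate number as a block it was -0.90 (standard error 1.08, adjusted p = 1.0 from the same test). In same-numbered pairs mec-8 was lower in the mutant in 3 of 3 (exact sign-flip permutation test of the paired differences, p = 0.25, the smallest that 3 pairs allow), while without the pairing the sign of the log2 fold change turned when wild-type replicate 1 or mec-8 replicate 3 was left out. Neither test passed its threshold, and gene counts do not read the mutation itself. Over all genes tested, 0 had an adjusted p under 0.05, and 0 did with the replicate block. At an unadjusted p under 0.05 there were 470 genes, 419 higher and 51 lower in mec-8 mutants, and 240 genes with the replicate block. DESeq2 at default settings moved this result most, with 44 genes at an adjusted p under 0.05, 31 higher and 13 lower. On counts simulated with the spread between replicates estimated from these libraries, the edgeR test recovered 0 of 200 genes changed by 2 on the log2 scale, and DESeq2 called 102 genes of which 94 had not been changed. With a small simulated spread, edgeR recovered 200 of the 200.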

Having obtained deep-sequenced libraries of wild-type and *mec-8* mutant touch neurons, we next determined which splicing events are under the regulatory control of MEC-8 in touch neurons. In parallel we also performed whole-animal sequencing on undissociated wild-type and *mec-8* mutants to determine which splicing events are under the regulatory control of MEC-8 in all cells. Whole animal transcriptomes reveal dozens of dysregulated splicing events in *mec-8* mutants (Percent Spliced In cutoff of |ΔPSI| > 15% and *q* value < 0.05), while touch neuron transcriptomes reveal a narrower list of 13 MEC-8-regulated isoforms (Figure 2A, B, Supplemental Table). 

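The touch neuron sheet of the Supplementary Spreadsheet places the 13 events in 12 genes, trpp-10, mec-2, enol-1, nrfl-1, jun-1, E02A10.3, ifb-2, fln-2, magi-1, elp-1, F46H5.7 and unc-62. Gene counts give the level of each gene and not its isoforms. All 12 genes had at least 10 counts in at least 2 of the 3 libraries of each genotype, and their mean log2 CPM over the 6 libraries ranged from 3.67 to 8.31. Between genotypes, 5 of the genes were higher and 7 lower in mec-8 mutants, with log2 fold changes from -1.28 for fln-2 to 3.49 for ifb-2. None of these differences passed edgeR's quasi-likelihood test, with 0 genes at an adjusted p under 0.05 over all genes or over the 12 alone (smallest adjusted p over the 12 alone, 0.142, for ifb-2), and 0 with the replicate block under either adjustment. The gene ifb-2 was the only 1 of the 12 whose mec-8 and wild-type libraries did not overlap, where chance gives 10% of genes such a split. It had 57.4 ± 32.9 CPM (SD, n = 3) in wild type and 548 ± 530 CPM (SD, n = 3) in mec-8 mutants. For the intestinal genes elt-2 and ges-1 the mec-8 libraries were also all above the wild-type libraries, while for mtl-2 they overlapped. The log2 fold changes of elt-2 and ges-1 were 3.08 and 3.05. The library highest in ifb-2, mec-8 replicate 3, was also highest in elt-2 and mtl-2, but not in ges-1. The ifb-2 difference therefore cannot be told apart from a difference in intestinal RNA between libraries.

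**Figure D2:**
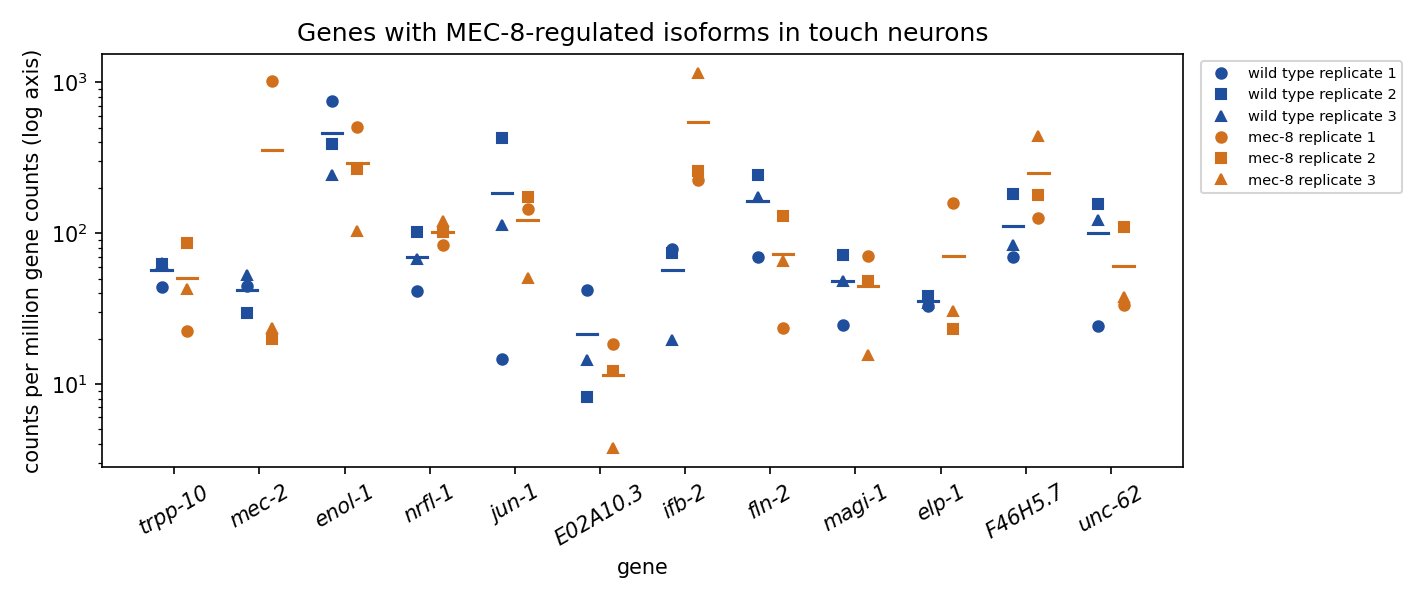
CPM of each of the 12 genes (log axis) in each sorted library, with circles, squares and triangles for replicates 1, 2 and 3, blue for wild type and orange for mec-8, and bars at the means. The ifb-2 values lie between 19.6 and 79.1 CPM in wild type and between 225 and 1160 CPM in mec-8 mutants.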

Only 5/13 (38%) of the MEC-8-regulated events in touch neurons were also identified in the whole animal analysis (Figure 2C). The types of alternative splicing regulated by MEC-8 are broadly similar in both whole animal and touch neuron transcriptomes, with cassette exons and 5′ splice sites constituting > 60% of all detected differential splicing events (Figure 2D). Among cassette exons, MEC-8 mediates both exon inclusion and exon skipping with roughly equal frequency (Figure 2E).

**Figure 2.**
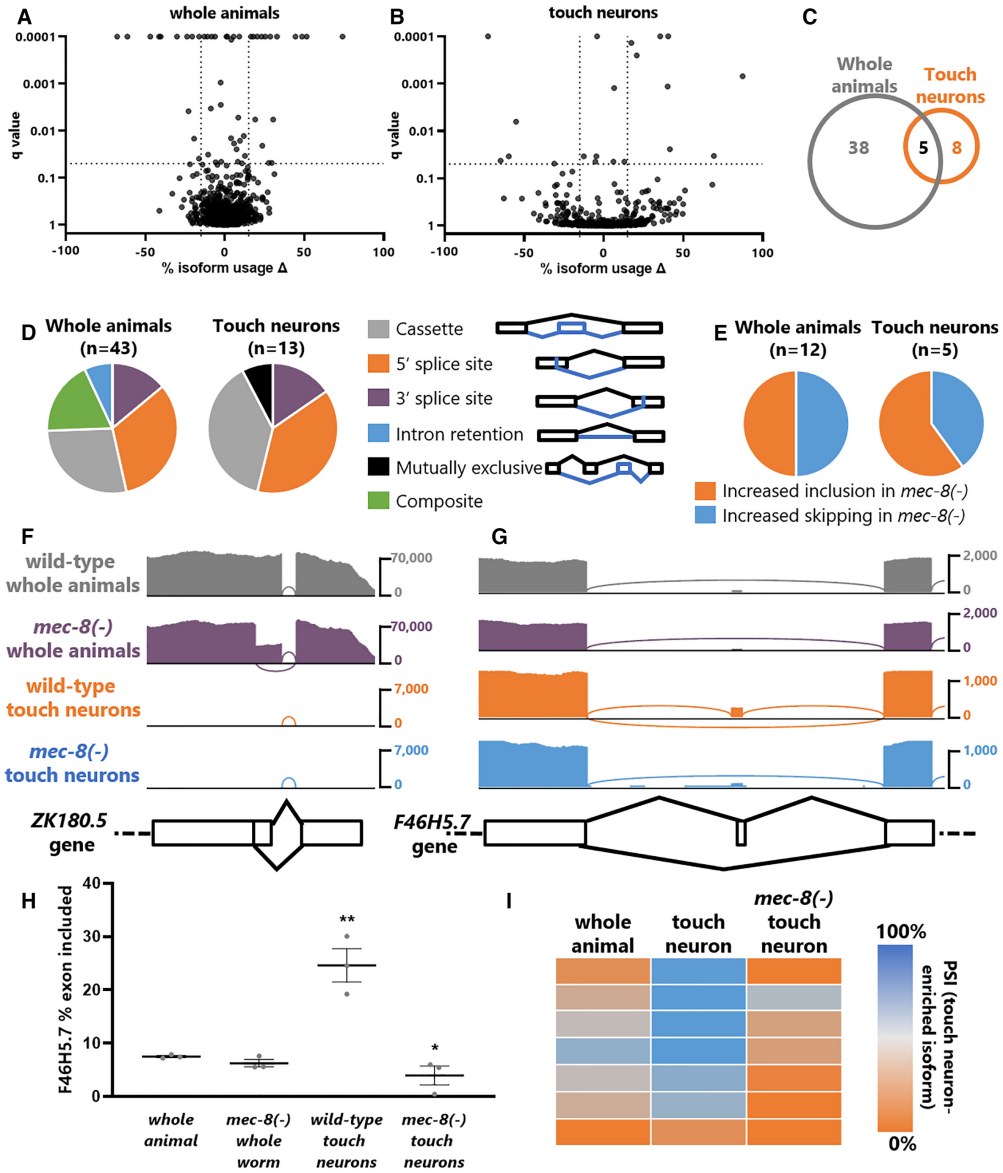
MEC-8-regulated isoforms in whole animals and in touch neurons. (A, B) Volcano plots representing change in isoform usage between wild-type and *mec-8(-)* mutants in populations of either undissociated whole animals (**A**) or dissociated sorted touch neurons (**B**), as assessed by JUM. Cutoffs drawn at |ΔPSI| > 15% and *q* value < 0.05. For alternative 5′ and 3′ splice site choices, the proximal splice site is arbitrarily defined as a positive value. (**C**) Number of alternative splicing events between wild-type and *mec-8(–)* detected in both touch neuron and whole animal comparisons, versus those detected in only one analysis, |ΔPSI| > 15% and *q* value < 0.05. (**D**) Types of MEC-8-regulated alternative splicing detected in whole animals and in touch neurons. ‘Composite’ refers to a complex mixture of splicing events that cannot be reduced to simple constituent splicing choices. (**E**) MEC-8 mediates both cassette exon skipping and inclusion with roughly equal frequency in both whole animals and touch neurons. (**F**) Strong inhibition of *ZK180.5* cryptic 5′ splice site by MEC-8 is observed in whole animal data, but is not discernible (as evidenced by the lack of reads on browser track) in touch neuron RNA-seq, due to the low representation of *ZK180.5* in the sequencing data. (**G**) MEC-8 regulation of *F46H5.7* cassette exon is observed in touch neuron RNA-seq, but is not discernible in whole animal RNA-seq, due to nearly-undetectable levels of exon inclusion even in wild-type conditions. (**H**) Quantification of *F46H5.7* splicing levels in all twelve RNA-seq samples. ** denotes difference between whole animal and wild-type touch neuron splicing, * denotes difference between wild-type and *mec-8(-)* touch neuron splicing (unpaired t-test, *P* < 0.05). (**I**) Seven (out of thirteen) MEC-8-regulated splicing events detected in touch neurons (see Supplementary Figure S2 for gene names) follow a pattern in which MEC-8 is responsible for a shift away from the ‘default’ splicing pattern represented in the whole animal, toward a unique touch-neuron specific isoform.

Most MEC-8-regulated isoforms identified from whole animal transcriptomes are not identified in touch neuron transcriptomes (Figure 2C). 

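Of the 37 genes with events in the whole-animal sheet of the Supplementary Spreadsheet, 33 have no event in the touch neuron sheet, and 31 of these were matched to a single gene of the counts. Their mean log2 CPM in the sorted touch neuron libraries, averaged over the 6 libraries with a prior count of 0.5, was 4.40 ± 2.45 (SD over 31 genes), against 6.16 ± 1.17 (SD over 12 genes) for the genes with touch neuron events. The difference was -1.77 (permutation test across genes with 100000 resamples, two-sided, p = 0.0236), and genes are not independent replicates. The genes with touch neuron events had to pass the authors' minimum of junction reads in these same libraries, so part of this difference is built into the grouping, and the p-value does not test coverage independently of it. Per kilobase of exon the difference was -1.60 (permutation test, p = 0.0799), and in the wild-type libraries alone it was -1.39 (permutation test, p = 0.0721). At least 10 counts in at least 2 of the 3 libraries of each genotype were found for 30 of the 31 genes and for 12 of the 12 genes with touch neuron events. These are reads over the whole gene, and the junction-spanning reads that the authors required were not counted here.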

One reason for this is low coverage of the target transcript in touch neuron transcriptomes. For example, whole animal transcriptomes reveal that MEC-8 is necessary to repress a cryptic 5′ splice site in the *ZK180.5* gene, but this is not detected in the touch neuron dataset, which has far fewer reads covering the *ZK180.5* gene (Figure 2F). This is in accordance with experiments reporting strong expression of *ZK180.5* in hypodermis (24), highlighting that our cell-specific transcriptomic approach permits specific interrogation of MEC-8 isoform networks in touch neurons, to the exclusion of other tissues where MEC-8 is also expressed (e.g. the hypodermis).

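In the sorted touch neuron libraries, ZK180.5, on chromosome IV from 4515044 to 4517166 on the minus strand, had 212, 42800 and 1855 counts in wild-type replicates 1, 2 and 3, and 3019, 63640 and 898 counts in mec-8 replicates 1, 2 and 3. In CPM these were 9.15, 1535 and 121 in wild type and 91.2, 2105 and 39.6 in mec-8 mutants. The log2 fold change was 0.30 (standard error 1.81, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), far smaller than the spread between replicates, and its sign changed when single libraries were left out. With the replicate block it was 0.63 (standard error 1.503, adjusted p = 1.0 from the same test). In same-numbered pairs it was higher in mec-8 in 2 of 3. The annotation has 0 genes overlapping ZK180.5. Whole-animal libraries were not used here, so the difference in depth between them and the sorted neurons was not measured. From the coverage it shows in Figure 2F, the paper reasons that the event goes undetected in touch neurons because few reads cover the gene there.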

Similarly, most MEC-8-regulated isoforms identified in touch neuron transcriptomes are not identified in whole animal transcriptomes (Figure 2C). One example of this is in the gene *F46H5.7*, which harbors an exon that is partially included in touch neurons. Inclusion of this exon requires MEC-8 (Figure 2G). 

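The gene F46H5.7 lies on chromosome X from 7238666 to 7242983 on the minus strand. Its total counts in wild-type replicates 1, 2 and 3 were 1615, 5105 and 1288, and in mec-8 replicates 1, 2 and 3 they were 4175, 5414 and 10075. This was 112 ± 61.7 CPM (SD, n = 3) in wild type and 249.7 ± 170.1 CPM (SD, n = 3) in mec-8 mutants, a log2 fold change of 1.29 (standard error 0.794, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate block the log2 fold change was 1.11 (standard error 0.899, adjusted p = 1.0 from the same test). It was higher in mec-8 in 2 of the 3 same-numbered pairs. The gene was covered in every sorted library of both genotypes, and its total did not differ by more than the spread between replicates.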

In whole animal transcriptomes, however, this exon is nearly undetectable even under wild-type conditions (Figure 2G, H). A likely explanation for this observation is that the exon-included isoform is present only in touch neurons, while many other cells express the exon-skipped isoform. Indeed, a common theme among genes regulated by MEC-8 in touch neurons is that MEC-8 establishes touch-neuron specific isoforms distinct from those found in other cell types (Figure 2I). As a consequence, splicing patterns of these genes in *mec-8* mutant touch neurons more closely resemble wild-type cells of other cell types, while wild-type touch neurons exhibit unique MEC-8-mediated splicing patterns (Figure 2I).

### MEC-8 stimulates novel isoform of cytoskeletal gene *elp-1/EMAP* in touch neurons

A striking example of MEC-8 establishing unique splicing patterns in touch neurons can be found in *elp-1*, the *C. elegans* homologue of the microtubule-associated gene EMAP. Our touch neuron transcriptomes reveal alternative splicing of an exon currently annotated as a constitutive exon (Figure 3A). In wild-type whole animals the exon is partially included and partially skipped. In wild-type touch neurons the exon is completely skipped. This exon skipping depends on MEC-8, as *mec-8* mutant touch neurons exhibit a dramatic switch from exon skipping to exon inclusion (Figure 3A, Supplementary Figure S3A). Therefore, our sequencing results reveal that MEC-8 is required to establish a novel exon-skipped isoform of *elp-1* in touch neurons.

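The gene elp-1 lies on chromosome V from 20764971 to 20770161 on the minus strand. The wild-type libraries held 768, 1069 and 530 counts of elp-1 in replicates 1, 2 and 3, and the mec-8 libraries 5257, 698 and 693. In CPM, wild type stood at 35.4 ± 2.68 (SD, n = 3), and the mec-8 libraries stood at 158.8, 23.1 and 30.5. The log2 fold change was 1.19 (standard error 0.964, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.38 with the replicate block (standard error 1.08, adjusted p = 1.0 from the same test), and without mec-8 replicate 1 it was -0.61. Of the 3 same-numbered pairs, elp-1 was higher in mec-8 in 1. The total of elp-1 was therefore not distinguishable between genotypes.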

**Figure 3.**
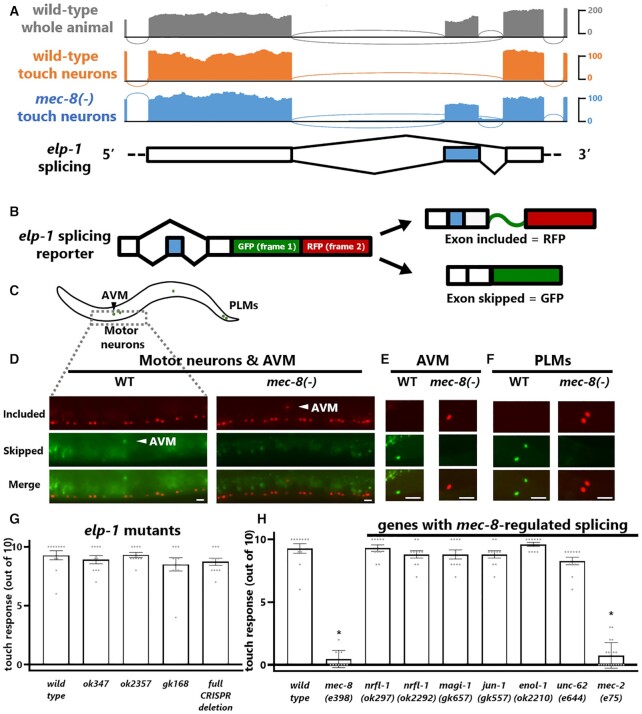
MEC-8 stimulates novel isoform of cytoskeletal gene *elp-1/EMAP* in touch neurons. (**A**) Exon #5 in the *elp-1* gene (shaded in blue below in this vignette) annotated as a constitutive exon is completely skipped in wild-type touch neurons, and this skipping requires MEC-8. (**B**) Schematic of two-color fluorescent splicing reporter. A + 1 nt frameshift is artificially introduced into the alternative exon so that inclusion vs. skipping of the exon will lead to RFP (exon inclusion, GFP is read out-of-frame with no stop codons) or GFP (exon skipped, GFP is read in frame followed by stop codon). (**C**) Worm schematic highlighting regions imaged in D-F. (**D**) *elp-1* splicing reporter driven by pan-neuronal *rgef-1* promoter. Most neurons, including the ventral nerve cord pictured here, express RFP (exon included) only in wild-type animals. Touch neurons, including the AVM pictured here, express GFP (exon skipped) only. In a *mec-8(smu1)* full deletion mutant, splicing in the ventral nerve cord is unaffected, while in the AVM splicing changes from completely skipped (GFP) to completely included (RFP). Scale bar represents 10 μm. (E, F) *elp-1* splicing reporter driven by touch-neuron specific *mec-3p* reveals similar patterns for both anterior (**E**) and posterior (**F**) touch neurons, in which wild-type touch neurons express only the skipped isoform, while *mec-8(csb22)* full deletion mutant touch neurons express only the included isoform. Scale bar represents 10 μm. (**G**) *elp-1* mutants show no discernible touch sensation behavioral defects (all *P*-values > 0.05, one-way ANOVA compared to wild type). (**H**) Loss-of-function alleles for most MEC-8-regulated genes do not result in touch sensation behavioral defects, with the strong exception of *mec-2(e75)*. Asterisk indicates *P* < 0.05, one-way ANOVA compared to wild type.

To further examine the regulation of *elp-1* isoforms we generated two-color splicing reporters, which enable *in vivo* visualization of splicing in *C. elegans* with single-cell resolution (25–28). Engineering a + 1 nucleotide translational frameshift into the alternative exon of a transgenic minigene results in a two-color readout of exon inclusion (RFP) versus exon skipping (GFP) (Figure 3B). An *elp-1* splicing reporter driven by a pan-neuronal promoter reveals exon inclusion in most neurons, for example the motor neurons of the ventral nerve cord (Figure 3C, D), while touch neurons express only the skipped isoform (Figure 3D, Supplementary Figure S3B). In *mec-8* mutants, the splicing pattern in the ventral nerve cord is unchanged, but touch neurons undergo a dramatic shift from expressing only the skipped isoform to expressing only the included isoform (Figure 3D, Supplementary Figure S3B). Similar results are obtained with an *elp-1* splicing reporter driven by a touch-neuron promoter (Figure 3E-F). Wild-type touch neurons express only the skipped isoform, while *mec-8* mutant touch neurons express only the included isoform (Figure 3E-F). These findings are in agreement with our transcriptomic data, indicating that MEC-8 establishes a unique non-canonical isoform of *elp-1* specifically in touch neurons.

We next tested whether *elp-1* isoforms might play a functional role in touch neuron function. Touch neurons are rich in microtubules, and mutant alleles in the microtubule-binding *elp-1/*EMAP gene were reported to result in modest touch-sensation defects (29). However, using existing loss-of-function alleles, we do not detect any appreciable loss of touch sensation in *elp-1* mutants (Figure 3G, Supplementary Figure S3C). We also generated a null CRISPR/Cas9-mediated deletion of the entire *elp-1* coding sequence, which also does not affect touch sensation (Figure 3G). We therefore conclude that either *elp-1* does not play a major role in touch sensation, or its role is functionally redundant with additional touch-neuron genes.

We took a similar approach to test for functional roles of other MEC-8-regulated genes in touch sensation. Among the thirteen touch neuron MEC-8-regulated genes, mutant alleles exist for seven (including *elp-1*). We tested these mutants and found that most have no discernable effect on touch sensation (Figure 3H). A hypomorphic allele of the transcription factor *unc-62* causes mild, but not statistically-significant, defects in touch sensation (Figure 3H). Previous studies indicate that null *unc-62* mutants are embryonic lethal, and exhibit gene expression defects in a subset of embryonic touch neurons (30). This suggests that *unc-62* might play a role in touch neuron function. In contrast with the mild defects presented above, we observe a clear touch-sensation phenotype in a mutant of one MEC-8-regulated gene, *mec-2*/Stomatin (Figure 3H), which we further investigate below.

### Non-canonical *mec-2/*Stomatin isoform is expressed in non-mechanosensory neurons

In addition to having a severe touch-sensation phenotype (Figure 3H), *mec-2* is also the strongest MEC-8-regulated splicing event in our dataset (ΔPSI = 87%). *mec-2/*Stomatin is a conserved component of the mechanosensory transduction machinery, and is essential for proper function of mechanosensory channels in both worms and mice (31,32). In *C. elegans*, the *mec-2* gene contains an alternative 3′ splice site resulting in the production of an mRNA encoding either a long (*mec-2A*) or short (*mec-2B*) C terminus (Figure 4A–C, Supplementary Figure S4B). 

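The total of mec-2 over all its isoforms was read from the counts of the sorted libraries. The gene lies on chromosome X from 5567754 to 5590830 on the plus strand, and the annotation has 3 genes that overlap it. Wild-type replicates 1, 2 and 3 held 1037, 826 and 806 counts, or 44.8, 29.6 and 52.6 CPM. The mec-8 replicates held 33707, 597 and 537 counts, or 1019, 19.8 and 23.7 CPM. The log2 fold change was 3.25 (standard error 1.67, adjusted p = 1.0 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate block it was 0.43 (standard error 1.64, adjusted p = 1.0 from the same test). Without mec-8 replicate 1 the sign changed, to -1.21 (standard error 0.753, adjusted p = 1.0 from the same test). The total was higher in mec-8 in replicate 1 and lower in the other 2 same-numbered pairs. The mec-8 libraries thus held mec-2 at depths that differed by more than the genotypes did, and mec-8 replicate 1 held most of the mec-2 reads of its genotype.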

Our data show that MEC-8 strongly regulates this splicing choice, with wild-type touch neurons expressing mostly the long isoform, and *mec-8* mutant touch neurons expressing mostly the short isoform (Figure 4B–D). This is consistent with previous genetic studies defining the long *mec-2* isoform as the functional ‘canonical’ isoform, and requiring MEC-8 for its expression (33).

**Figure 4.**
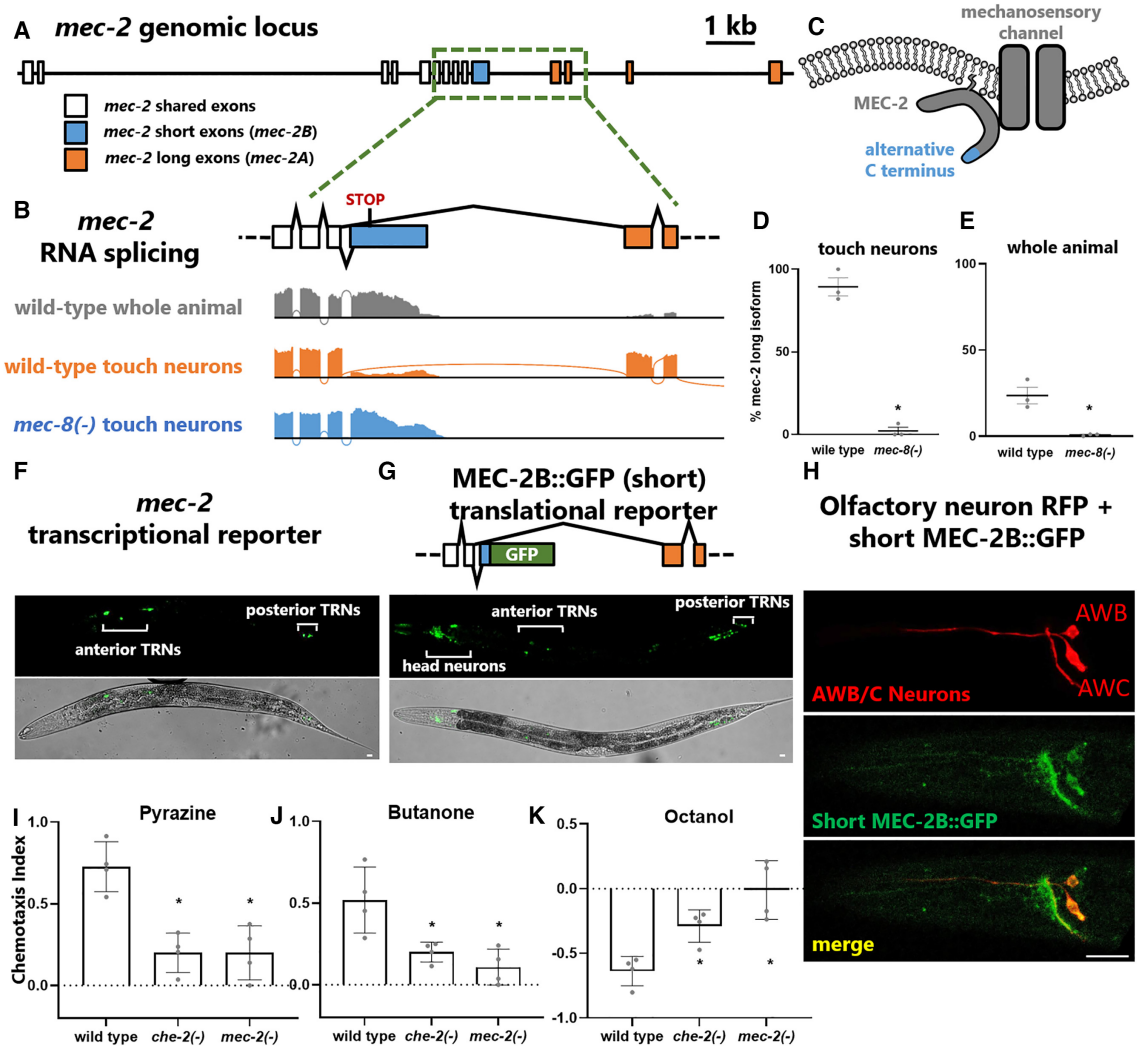
Non-canonical *mec-2/Stomatin* is present in non-mechanosensory neurons, and *mec-2* is required for non-mechanosensory behaviors. (**A**) Entire genomic locus of *mec-2*, with non-canonical short isoform depicted in blue and canonical long isoform in orange. (**B**) wild-type touch neurons express primarily the canonical *mec-2A* (‘long’) isoform, while both *mec-8* mutant touch neurons and, surprisingly, wild-type whole animals, express primarily the *mec-2B* (‘short’) isoform, encoding both a stop codon and predicted 3′ cleavage and polyadenylation sequence, see also Supplementary Figure S4B. (**C**) The alternatively-spliced C terminus is depicted in context of its putative location at the membrane and association with the mechanosensory channel. (D, E) Quantification of *mec-2* isoform abundance (asterisk indicates *P* < 0.05, unpaired *t*-test) in touch neurons (**D**) and whole animals (**E**) in both wild-type and *mec-8* mutant conditions across all twelve RNA-seq samples. (**F**) *mec-2p::GFP* (using 2.5 kb upstream of the *mec-2* start codon) expression is detectable only in touch neurons. (**G**) MEC-2B::GFP expression from a full-length translational fosmid fusion (including an additional 7.5 kb of potential upstream regulatory sequence and 8 kb of potential downstream regulatory sequence) is detectable in many neurons in addition to touch neurons. Scale bar represents 10 μm. (**H**) Translational MEC-2B::GFP fusion is expressed in olfactory AWB and AWC neurons. (**I**-**K**) *mec-2(e75)* mutants are defective in olfaction to a variety of olfactory cues, including 1 mM pyrazine, 1:1000 butanone and 1:1000 octanol (*n* = 4 independent trials, asterisk indicates *P* < 0.05, one-way ANOVA compared to wild type).

Surprisingly, however, analysis of wild-type whole animal RNA-seq indicates that the majority of *mec-2* is present in the form of the non-canonical short *mec-2B* isoform (Figure 4B, E). Previously it was assumed that since *mec-2* is expressed only in touch neurons, and since the long *mec-2A* isoform predominates in touch neurons, therefore the short *mec-2B* isoform likely represents an aberrant non-functional isoform produced in the absence of MEC-8 (33). In contrast, our data reveal substantial expression of *mec-2* in non-touch neuron cells, and indicate that the vast majority of *mec-2* is present in the non-canonical short isoform.

To further examine whether the non-canonical short *mec-2* isoform is expressed in additional cell types, we used *in vivo* transgenic reporters. We generated a transcriptional *mec-2* reporter in which GFP is driven by a 2.5 kb *mec-2* promoter. We also generated a translational fosmid-based reporter containing the entire *mec-2* locus, including introns and thousands of nucleotides of potential upstream and downstream regulatory elements, with the short *mec-2B* isoform fused to GFP (Figure 4F, G). The transcriptional reporter recapitulated the canonical expression pattern of *mec-2*, with expression restricted to touch neurons (Figure 4F). On the other hand, the *mec-2B* (short) translational reporter revealed expression in touch neurons as well as many additional neurons in the head and tail (Figure 4G). This corroborates our RNA-seq observations that the non-canonical short *mec-2B* isoform is the predominant form of *mec-2* expressed in wild-type animals, with expression in both touch neurons and additional neuron types.

### *mec-2* is expressed in olfactory neurons and is required for olfaction

Given the large number of head neurons expressing the short isoform MEC-2B::GFP, it was difficult to identify expression in specific neuronal classes. However, we did observe expression in neuronal processes emanating from the anterior region of the pharyngeal bulb and extending to the nose tip, suggesting that they might belong to sensory neurons of the amphid (34). To test whether the short *mec-2B* isoform is expressed in specific amphid neurons, we labeled the amphid AWB and AWC olfactory neurons with an *odr-1p*::RFP reporter. MEC-2B::GFP expression is clearly visible in both AWB and AWC neuronal cell bodies, as well as their axons and dendrites (Figure 4H). Together these data indicate that the short *mec-2B* isoform is present in at least two different types of sensory neurons: mechanosensory touch neurons and chemosensory olfactory neurons.

Since we detected short *mec-2B* isoform expression in olfactory neurons, we next asked whether *mec-2* plays a functional role in olfactory behavior. We found that *mec-2* loss-of-function mutants are not only defective in mechanosensation, but also in olfaction (Figure 4I–K, Supplementary Figure S4A). We performed chemotaxis assays on populations of worms to test their ability to respond to both attractive and repulsive odors. *mec-2* mutants are strongly chemotaxis defective to both attractive and repulsive odors, with deficits equal to those of control chemosensation-deficient *che-2* mutants (Figure 4I–K). Together these results reveal surprising expression of a short *mec-2* isoform in many neurons, including both touch neurons and olfactory neurons, and demonstrate a functional requirement for *mec-2* in both touch sensation and olfaction.

### Endogenous *mec-2* isoforms are differentially expressed in different neuron types

To determine the endogenous neuron-specific expression patterns of both *mec-2* isoforms, we used CRISPR/Cas9 to endogenously tag each isoform with a C-terminal translational fusion (Figure 5A). Tagging the canonical long *mec-2A* isoform with RFP revealed strong expression in the touch neurons, with puncta visible in both the cell body and throughout the neurite (Figure 5B, Supplementary Figure S5), in accordance with previous imaging using antibody staining (35). Endogenously-tagged short *mec-2B* isoform is also detectable in touch neurons, with a similar punctate expression (Figure 5C, Supplementary Figure S5A).

**Figure 5.**
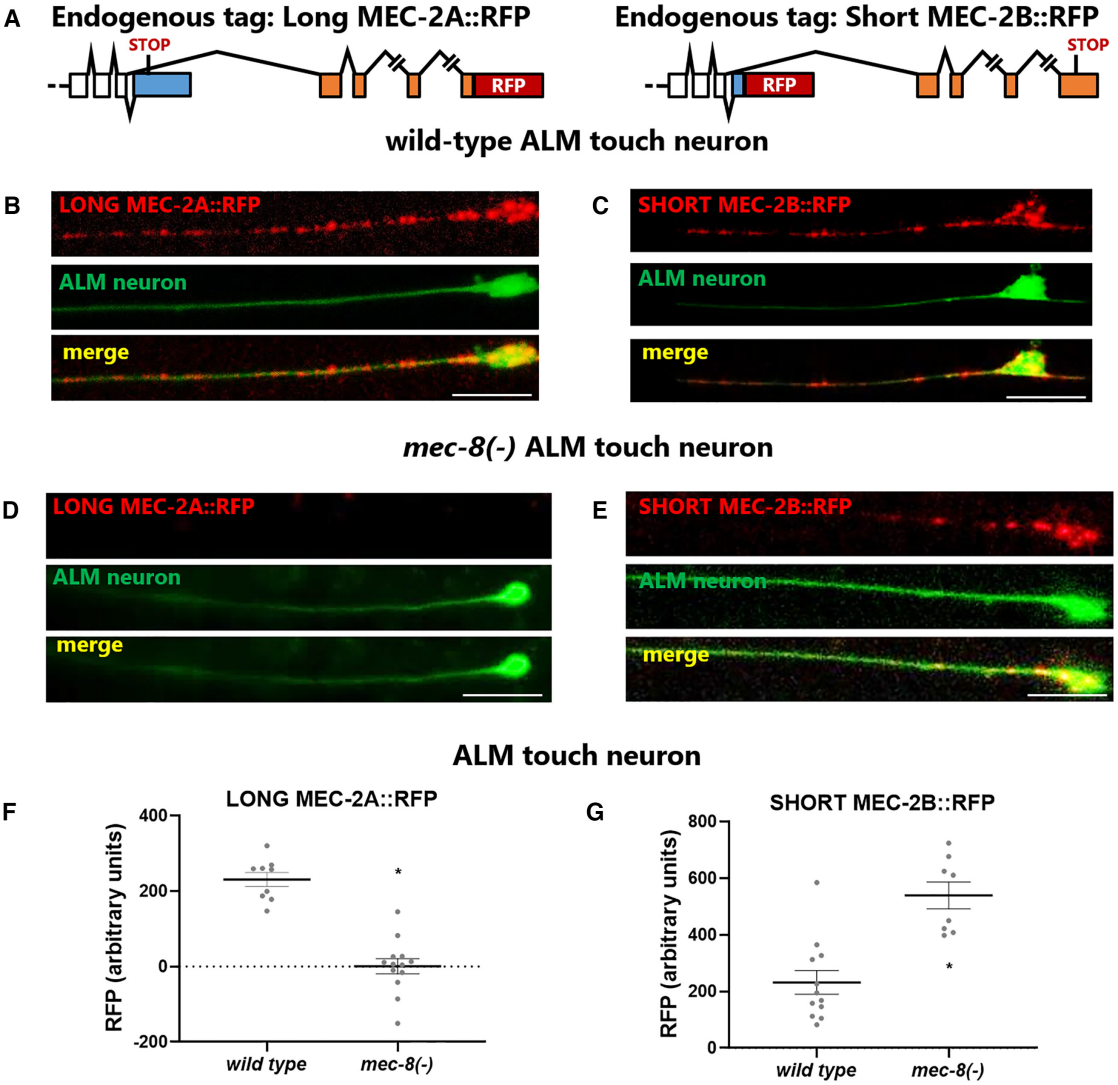
Endogenous *mec-2* isoforms are differentially expressed and differentially affected by *mec-8* mutation. (**A**) Two complementary endogenous strains were created using CRISPR/Cas9 genome editing: an RFP-tagged long *mec-2A* strain and an RFP-tagged short *mec-2B* strain. (**B**) MEC-2A::RFP is expressed in ALM touch neuron in a punctate pattern throughout both cell body and neurite. (**C**) MEC-2B::RFP is also expressed in ALM in punctate pattern throughout cell body and neurite. (**D**) *mec-8* mutation results in loss of MEC-2A::RFP expression. (**E**) *mec-8* mutation does not result in loss of MEC-2B::RFP expression. (F, G) Quantification of RFP intensity (asterisk indicates *P* < 0.05, unpaired t-test) demonstrating that *mec-8* mutation causes (**F**) a decrease in MEC-2A::RFP expression and (**G**) a concomitant increase in MEC-2B::RFP expression in ALM touch neurons. Scale bars represent 5 μm.

In agreement with our transgenic MEC-2B::GFP overexpression results above (Figure 4G), we find endogenous short isoform MEC-2B::RFP expressed abundantly in many head and tail neurons in addition to touch neurons (Supplementary Figure S5B). This is not the case with endogenously-tagged long isoform MEC-2A::RFP, where expression is limited to mechanosensory neurons (Supplementary Figure S5B).

We next crossed the endogenous isoform-specific tagged strains with a *mec-8* mutant. The long isoform MEC-2A::RFP is reduced to undetectable levels in a *mec-8* mutant, while the short isoform MEC-2B::RFP exhibits increased fluorescence (Figure 5D–G, Supplementary Figure S5F, G). These results demonstrate that endogenous long *mec-2A* isoform expression is specific to mechanosensory neurons, and is dependent on MEC-8 for its expression, while the short *mec-2B* isoform is expressed in both touch neurons as well as many other neuron types, and its expression does not require MEC-8.

### *mec-2* isoform-specific function in mechanosensation and chemosensation

Having established that *mec-2* isoforms are differentially expressed in different types of sensory neurons, we next asked whether they are functionally distinct. Specifically, we tested whether forced expression of one isoform can substitute for loss of the other isoform with respect to sensory behaviors. We generated endogenous isoform-specific *mec-2* mutants using CRISPR/Cas9 to force expression of either the short isoform only or the long isoform only (Figure 6A).

**Figure 6.**
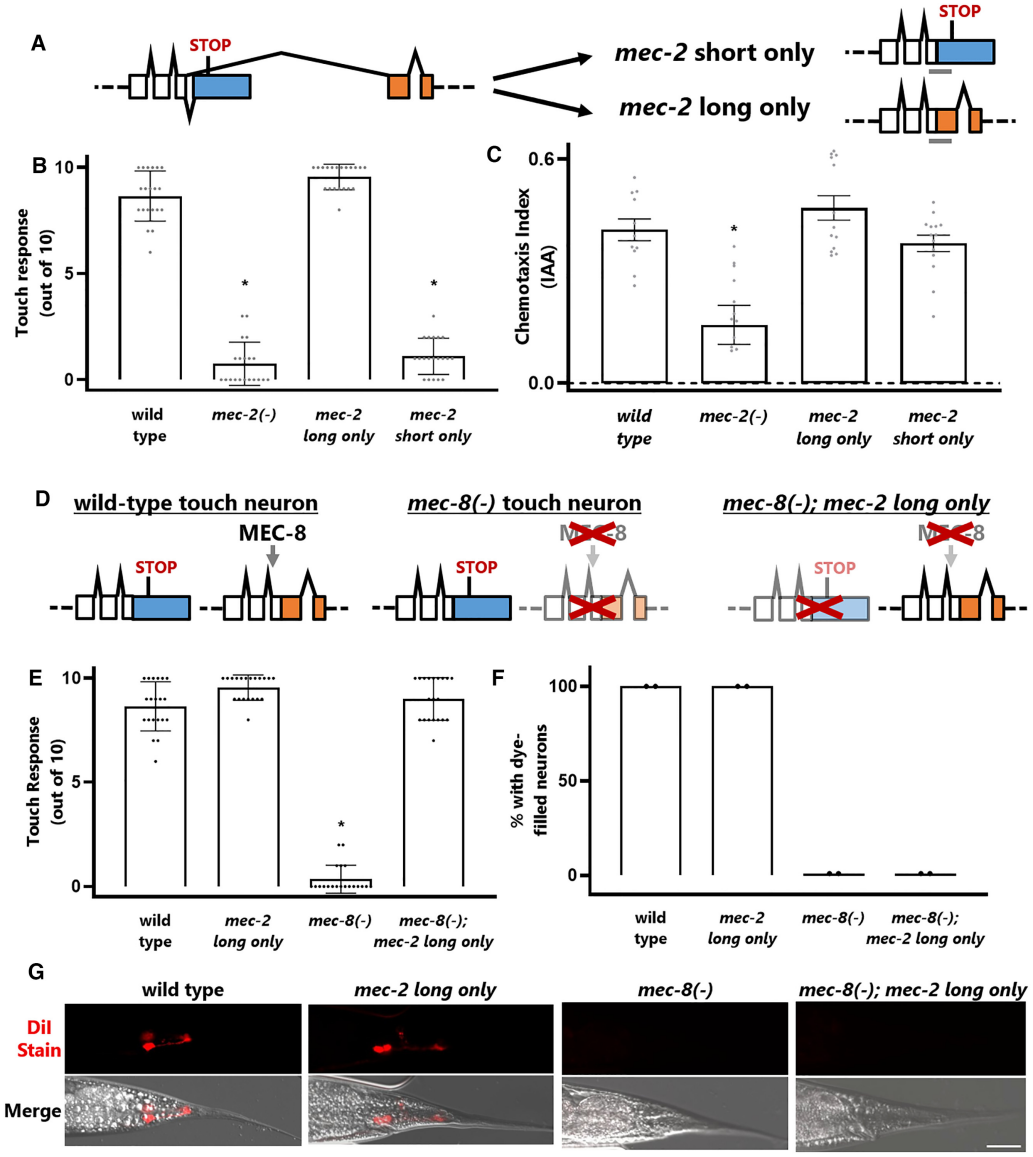
*mec-2 i*soform-specific function and rescue of *mec-8(-)* touch sensation defects. (**A**) Schematic of CRISPR/Cas9 genome edits forcing expression of either the long or short *mec-2* isoforms by fusing the alternative exon directly to the final common upstream exon and deleting the intervening sequence. (**B**) Forced expression of the long *mec-2* isoform results in normal touch sensation, but forced expression of the short isoform results in touch-sensing defects indistinguishable from a *mec-2* loss-of-function mutant. (**C**) Forced expression of either the long or short isoform of *mec-2* results in wild-type levels of olfaction, IAA 1:100,000 dilution. (**D**) Schematic representation of the double mutant strain in which simultaneously *mec-8* is mutated but the *mec-2* long isoform is genetically restored. (**E**) Forced expression of the long *mec-2* isoform completely restores *mec-8* mutant touch defects. (**F**) Forced expression of the long *mec-2* isoform has no effect on *mec-8* mutant phasmid neuron dye-filling defects. (**G**) Representative images of phasmid dye-filling defects. Scale bar represents 10 μm. Asterisks indicate *P* < 0.05, one-way ANOVA, compared to wild type.

We then tested the isoform-specific mutants for mechanosensation and chemosensation. Touch assays reveal clear isoform-specific function of *mec-2* (Figure 6B). Animals with forced expression of the canonical long *mec-2A* isoform sense touch as well as wild type, while animals with forced expression of the non-canonical short *mec-2B* isoform are touch-insensitive and indistinguishable from *mec-2* loss-of-function mutants (Figure 6B). This indicates that the long *mec-2* isoform is the relevant isoform for mechanosensation, and that the short *mec-2* isoform cannot functionally substitute.

In contrast, chemotaxis assays reveal that animals with forced expression of either *mec-2* isoform respond to olfactory cues at wild type levels (Figure 6C). This indicates that although the long *mec-2* isoform is not expressed at detectable levels in olfactory neurons, it can functionally substitute for the short *mec-2* isoform when ectopically expressed. Together these results reveal differential expression and function for *mec-2* isoforms in different sensory neurons. The long isoform is present in mechanosensory neurons and is required for mechanosensation. The short isoform is present in olfactory neurons, but either isoform is capable of functioning in olfaction when artificially expressed.

### Restoring *mec-2* long isoform rescues mechanosensation in *mec-8* mutants

Given that the long *mec-2A* isoform is essential for mechanosensation, and that the *mec-8* RNA binding protein is required for *mec-2A* long isoform expression in touch neurons, we wondered whether aberrant *mec-2* splicing could partially explain the mechanosensory defects in *mec-8* mutants. Our endogenous isoform-specific mutants allowed us to test this question, one which is usually difficult or impossible to test: among the many targets in a splicing network controlled by an RNA binding protein, which are functionally relevant?

We crossed our endogenous *mec-2* long only strain with a *mec-8* loss-of-function mutant, thereby restoring expression of a single *mec-8* target isoform (*mec-2* long), while leaving all other *mec-8* targets dysregulated (Figure 6D). Remarkably, restoring *mec-2* long isoform expression completely rescues the mechanosensory defects in a *mec-8* mutant, as the *mec-8; mec-2 long only* double mutant is indistinguishable from wild type (Figure 6E). This indicates that although there are dozens of isoforms affected by *mec-8* loss of function, the primary functionally-relevant *mec-8* target in touch neurons is *mec-2*.

On the other hand, *mec-8* is also essential for the function of other neurons and cell types. For example, *mec-8* mutants exhibit structural defects in the phasmid neurons (PHA and PHB) of the tail, as evidenced by the failure of phasmid neurons to uptake lipophilic dyes such as DiI (Figure 6F, G). Restoring *mec-2* long isoform expression does not rescue the *mec-8* mutant phasmid neuron defects (Figure 6F, G). These results indicate that the critical functionally-relevant MEC-8 targets differ in different neuron types. In touch neurons, *mec-2* is the primary functionally-relevant target, while phasmid neuron function depends on other *mec-8* targets besides *mec-2*.

### Two distinct long *mec-2* isoforms are expressed in touch neurons

Further inspection of wild-type touch neuron RNA-seq reveals that within the context of the long *mec-2* isoform, additional isoform diversity exists. Encoded within the final intron of the canonical *mec-2A* long isoform is an uncharacterized alternative cassette exon of unusually large size (2,340 bp). When included, this exon results in an extra-long *mec-2E* isoform roughly triple the size of the canonical long *mec-2A* isoform (Figure 7A). Despite its unusually large size (it is the second-largest alternative cassette exon we detect in our transcriptome data), and despite the mechanistic difficulty posed to the spliceosome by exons of extreme size (36), our RNA-seq data indicate that the extra-large exon is included at appreciable levels in wild-type touch neurons (Figure 7B).

**Figure 7.**
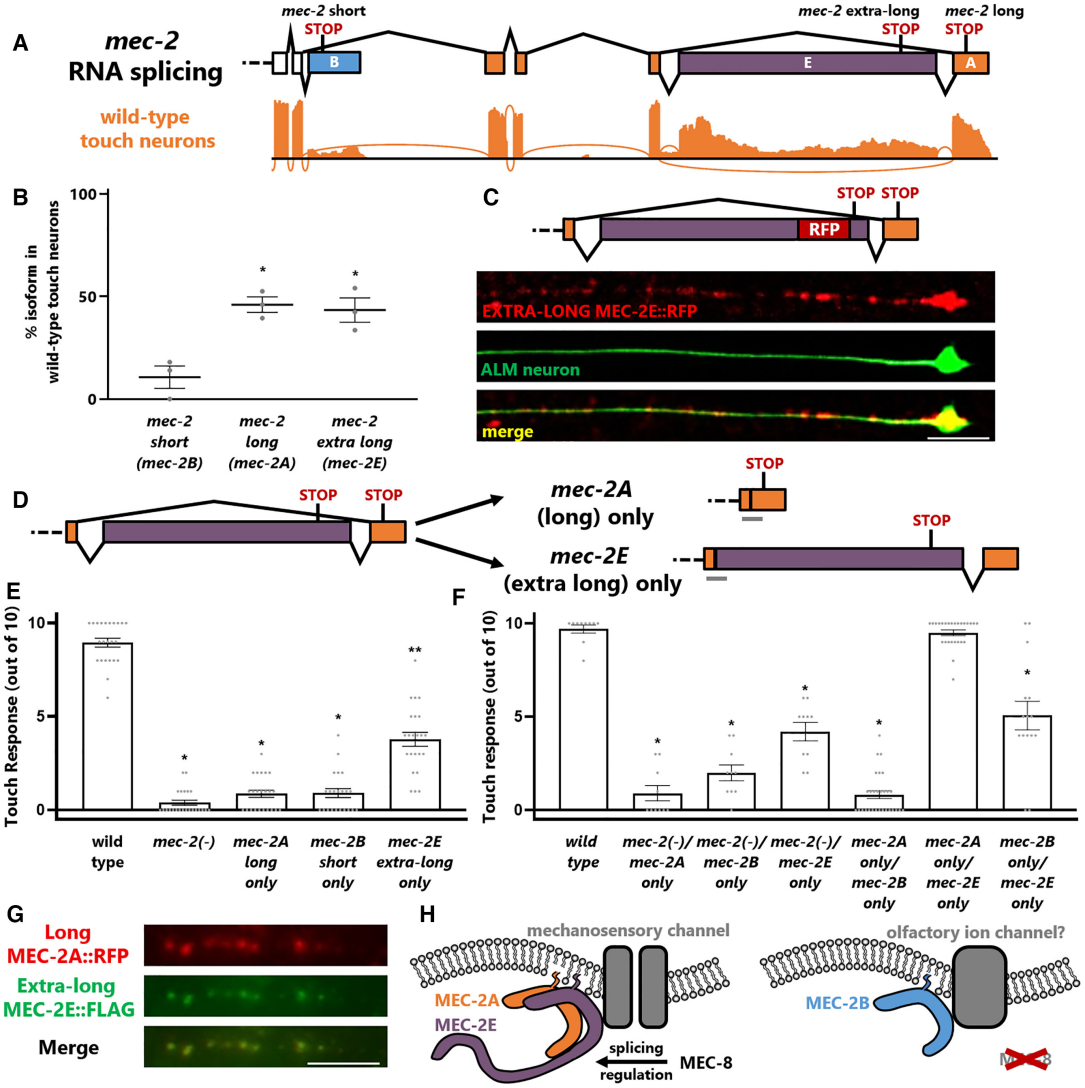
Two distinct long *mec-2* isoforms both required for touch sensation. (**A**) Wild-type touch neuron RNA-seq reveals substantial inclusion of a very large alternative cassette exon within the context of the long *mec-2* isoform. (**B**) *mec-2E* (extra long isoform) is detected at similar levels to the canonical *mec-2A* (long) isoform in our wild-type touch neuron RNA-seq. One-way ANOVA, asterisk indicates *P* < 0.05 compared to wild type. (**C**) Endogenously-tagged MEC-2E::RFP is expressed in touch neurons, and exhibits a punctate expression pattern similar to that seen for MEC-2A::RFP (see Figure 5B). Scale bar represents 5 μm. (**D**) Schematic of doubly-edited strains in which first the long isoforms are forced (see Figure 6A), then either the long (*mec-2A*) or extra long (*mec-2E*) are further force-expressed via CRISPR/Cas9 genome editing. (**E**) None of the individual *mec-2* isoforms is sufficient for touch sensation, although the extra-long *mec-2E* isoform confers a modest degree of touch sensation. One-way ANOVA, * *P* < 0.05 compared to wild type, ** *P* < 0.05 to both wild-type and *mec-2(-)*. (**F**) Compound heterozygotes reveal that only heterozygotes containing one copy of *mec-2E only* and one copy of *mec-2A only* are restored to wild-type levels of touch sensation. One-way ANOVA, asterisk indicates *P* < 0.05 compared to wild type (**G**) Endogenously-tagged long MEC-2A::RFP and endogenously-tagged (also via CRISPR/Cas9) extra-long MEC-2E::FLAG exhibit extensive punctate co-localization in individual neurites of touch neurons, as assessed by immunofluorescence. Pearson's coefficient *r* = 0.653. (**H**) Model showing that MEC-2A and MEC-2E, whose expression is facilitated by the MEC-8 RNA binding protein, together mediate touch sensation in the touch neurons, while MEC-2B alone is present in other neurons, such as the olfactory neurons.

To test whether the extra-long *mec-2E* isoform is translated into a stable product *in vivo*, we generated an endogenous RFP-tagged *mec-2E* strain, and found that extra-long MEC-2E::RFP is expressed specifically in touch neurons. Similar to the long MEC-2A isoform, the extra-long MEC-2E isoform is expressed in a punctate pattern in both the cell bodies and the neurites of the touch neurons (Figure 7C), and this expression is abolished in *mec-8* mutants (Supplementary Figure S6A). Unlike the short MEC-2B isoform, there is no detectable expression of extra-long MEC-2E in head neurons.

### Both long *mec-2* isoforms are required for touch sensation

To test whether the extra-long *mec-2E* isoform is functionally important, we further modified our *mec-2* long only endogenous mutants. We previously generated a mutant forcing expression of the long *mec-2* isoforms to the exclusion of the short *mec-2B* isoform (Figure 6A). We further modified this strain to force either inclusion or skipping of the large alternative cassette exon, thus forcing expression of either the long (*mec-2A*) or extra-long (*mec-2E*) isoform (Figure 7D). Either isoform is sufficient for wild-type levels of olfactory behavior (Supplementary Figure S6B). Surprisingly, however, neither isoform is sufficient for functional touch sensation (Figure 7E). Forcing expression of the canonical long *mec-2A* isoform results in animals with no touch sensitivity, indistinguishable from *mec-2* null mutants (Figure 7E). On the other hand, forcing expression of the non-canonical extra-long *mec-2E* isoform results in animals with partial touch sensitivity (Figure 7E). Together these results indicate that while forcing the long and extra-long isoforms *mec-2A/E* at the expense of the short *mec-2B* isoform results in wild-type levels of mechanosensation (Figure 6B), neither of the longer isoforms alone is sufficient for mechanosensation (Figure 7E).

Since the long *mec-2A* and extra-long *mec-2E* isoforms are both expressed in touch neurons in roughly equal proportions (Figure 7B), and since neither isoform is sufficient for wild-type levels of mechanosensation (Figure 7E), we next asked whether simultaneously forcing expression of both *mec-2A* and *mec-2E* is sufficient for touch sensation. To do this we created compound heterozygotes containing one genomic copy of each isoform-specific allele (*mec-2A/mec-2E*). Remarkably, these compound heterozygotes are fully touch sensitive, indistinguishable from wild-type animals (Figure 7F). In contrast, compound heterozygotes including either a null allele or the short *mec-2* isoform (*mec-2B*) remain touch-insensitive (Figure 7F). These results indicate that both the long *mec-2A* and extra-long *mec-2E* isoforms are simultaneously required for touch sensation.

The long *mec-2A* and extra-long *mec-2E* forced-expression alleles therefore exhibit ‘allelic complementation’ or ‘intragenic complementation.’ This type of genetic result often indicates that the protein products of the gene in question form a multimeric complex *in vivo* (37). If this is the case with *mec-2*, our results suggest that functional heteromultimers are formed by long MEC-2A and extra-long MEC-2E. In contrast, neither homomultimers nor heteromultimers formed with the short MEC-2B isoform are functional. As an additional test of this hypothesis, we endogenously tagged both long MEC-2A and extra-long MEC-2E isoforms in the same strain, and observed extensive punctate co-localization in neurites (Figure 7G, Supplementary Figure S6C–E). This is consistent with the hypothesis that MEC-2A and MEC-2E isoforms function as heteromers.

Finally, given the diversity of *mec-2* isoform functions, we asked whether the three *mec-2* isoforms encode unique functional protein domains that could explain their unique functions. Each of the three isoforms encodes the stomatin domain and membrane-interaction domain characteristic of the Stomatin family of proteins (Supplementary Figure S7A). The alternative C-terminal isoforms, however, harbor no predicted protein domains (Supplementary Figure S7A). Protein disorder prediction by PrPROT suggests that the C terminus of *mec-2* is intrinsically disordered. The short *mec-2B* and long *mec-2A* encode a short stretch of predicted disorder, while the extra-long *mec-2E* isoform encodes a long stretch of predicted disorder (Supplementary Figure S7A). Intrinsically-disordered termini of other membrane-associated proteins have been implicated in protein-protein interactions and functional modulation (38). We therefore speculate that *mec-2* isoforms have unique roles in protein-protein interaction and recruitment, resulting in critical regulation of the function of both mechanosensory and chemosensory neurons (Figure 7H).

## DISCUSSION

Using a combination of cell-specific transcriptomics, precision genome editing, and behavioral analysis, we identify regulatory and functional activities of the RNA binding protein MEC-8 in a specific neuron type, the *C. elegans* touch neurons. Our approach of obtaining deep sequencing libraries from thousands of sorted touch neurons has unique advantages over standard single-cell sequencing: increased transcript coverage and uniformity enables splicing analysis throughout the gene body and sensitivity to detect multiple isoforms of a gene in a single cell type. This is exemplified by our discovery of two *mec-2* isoforms co-expressed in touch neurons, both of which are required for mechanosensation. Our approach also has unique advantages over whole-animal or whole-tissue sequencing, allowing us to focus on the regulatory role of MEC-8 in touch neurons, to the exclusion of its role in other neurons and tissues. This is exemplified by the identification of a small handful of MEC-8-regulated targets in touch neurons, including a single target (*mec-*2) that fully accounts for the *mec-8* mutant mechanosensory phenotype. Historically, identifying functionally-relevant target(s) among the dozens to hundreds regulated by a given RNA binding protein or transcription factor usually proves difficult or impossible (39,40). As such, our approach provides a potential template for future studies aimed at elucidating functionally-relevant regulatory targets in specific cell types.

### Non-canonical *mec-2B* isoform functions in chemosensation but not mechanosensation

We find that the short *mec-2B* isoform is the predominant species of *mec-2* in non-touch-neuron cells. Its expression is confined mostly to neurons of the head and tail ganglia. While many of these neurons remain unidentified, we find strong *mec-2B* expression in specific olfactory neurons in the head. We also find that *mec-2* is required for olfactory behavior. However, while *mec-2B* is unable to confer touch sensation when artificially expressed in touch neurons, *mec-2A* and *mec-2E* isoforms are able to confer olfaction when ectopically expressed in olfactory neurons. Therefore, while only *mec-2B* is normally expressed in olfactory neurons, all three isoforms are functional when ectopically expressed.

What then is the utility of the short *mec-2B* isoform? One possibility is that *mec-2B* is required for functions not yet uncovered by our standard laboratory experiments. Another possibility is that the short *mec-2B* isoform represents an energetically favorable version of *mec-2*. The energetic cost of unnecessary RNA synthesis, processing, and translation can reach levels sufficient to confer selective disadvantages (41). Since *mec-2B* functions as well as the longer *mec-2A* or *E* isoforms in olfactory neurons, selecting the *mec-2B* isoform avoids thousands of unnecessary nucleotides of transcription, RNA processing, and translation. However, since the *mec-2B* isoform is non-functional with regard to mechanosensation, the longer *mec-2* isoforms must be synthesized in touch neurons, which is mediated by the RNA binding protein MEC-8.

The role of MEC-8 in directing cell-specific expression of long *mec-2* isoforms appears to rely on partially-overlapping expression patterns. Many cell types express *mec-8* alone or *mec-2* alone. Only cells expressing both genes (*i.e*. the touch neurons) generate the long *mec-2* isoforms. Other neurons expressing *mec-2* but not *mec-8* produce the short *mec-2B* isoform. Additionally, other RNA binding proteins could in principle provide further levels of co-regulation to *mec-2* splicing. For example, the splicing factors *smu-1, smu-2, sym-2*, and *exc-7* have all been demonstrated to genetically interact with *mec-8* (42–44). Existing data do not reveal any clear role for these factors in *mec-2* splicing or in touch neuron-specific splicing (22,45), but systematic analyses have not directly addressed this question.

### Multiple *mec-2* isoforms function together in touch sensation

Our RNA-seq data indicate that the canonical *mec-2* long isoform, which is stimulated by MEC-8, is further diversified in touch neurons by alternative inclusion or skipping of a very large exon. This exon is interesting from a regulatory perspective, as extremely large exons tend to be spliced with lower efficiency (36). It is also interesting from a functional perspective, since the included isoform coding sequence is three times larger than the skipped isoform, which could conceivably alter its localization, binding partners, or other functional aspects. Nevertheless, it is endogenously expressed in a punctate pattern in touch neurons, just as the canonical long *mec-2A* isoform. In fact, it is the only isoform that confers partial touch sensitivity on its own when genetically force-expressed, indicating that it is a *bona fide* member of the touch-sensing molecular pathway. Moreover, the *mec-2E* sequence is conserved among distant nematode species (Supplementary Figure S7B), suggesting functional importance over evolutionary time scales.

*mec-2* and its homologues have previously been suspected to form multimers, based on *in vitro* biochemical experiments in mammalian cells (46), electron microscopy of *C. elegans* touch neurons (35), and the observation that certain loss-of-function *mec-2* alleles exhibit intragenic complementation (10). Likewise, in *Xenopus* oocytes, MEC-2 is able to self-associate, and requires its C-terminus to do so (47). We now extend these findings and propose that MEC-2A and MEC-2E isoforms function together as heteromers. A potentially related phenomenon has been noted in mammalian cells, where two distinct *mec-2* gene homologues with divergent C termini (stomatin and STOML3) were found to colocalize in cultured cells (48).

Our proposal that the two long *mec-2* isoforms function together as heteromers in a single neuron type is conceptually different from cases of isoform-specific function in specific neurons where different isoforms with different functions are expressed in different neuron types (49,50). In most cases of cell-specific alternative splicing, isoform-specific functions remain undetermined (40,51). In cases where distinct functions have been elucidated, the alternative isoforms often have distinct functions in distinct cell types (52). For example, in the classic case of calcitonin/CGRP, alternative splicing leads to the production of two peptides with strikingly different functions in different cell types: calcitonin in thyroid C cells versus the CGRP neuropeptide in neurons (53).

In contrast, we find that within a single neuron type, different *mec-2* isoforms collaborate to produce a functional output. It will be interesting to determine whether such collaboration between isoforms constitutes a common theme as single-cell transcriptomic regulation and function are probed with increasing resolution. Current single-cell sequencing technologies are limited in their ability to simultaneously detect multiple isoforms of a single gene, which can lead to the erroneous conclusion of binary splicing choices in which only one isoform is expressed per cell (7). This highlights a strength of cell-specific deep transcriptomes, which are capable of detecting multiple isoforms of a single gene with cell-specific resolution. In this study deep touch neuron transcriptomes, coupled with powerful genetics and behavioral assays available in *C. elegans*, reveal both regulation and function of alternative splicing in specific neurons.

## DATA AVAILABILITY

The sequencing data generated in this study are available at the NCBI SRA archive (PRJNA752629) and GEO (GSE184149).

## Supplementary Material

gkab1134_Supplemental_Files Click here for additional data file.

# Supplementary material for: Sensory neuron transcriptomes reveal complex neuron-specific function and regulation of mec-2/Stomatin splicing
**Source:** Nucleic Acids Res. 2021 Dec 8;50(5):2401–16. doi: 10.1093/nar/gkab1134
**Supplement:** gkab1134_Supplemental_Files

SUPPLEMENTAL FIGURES

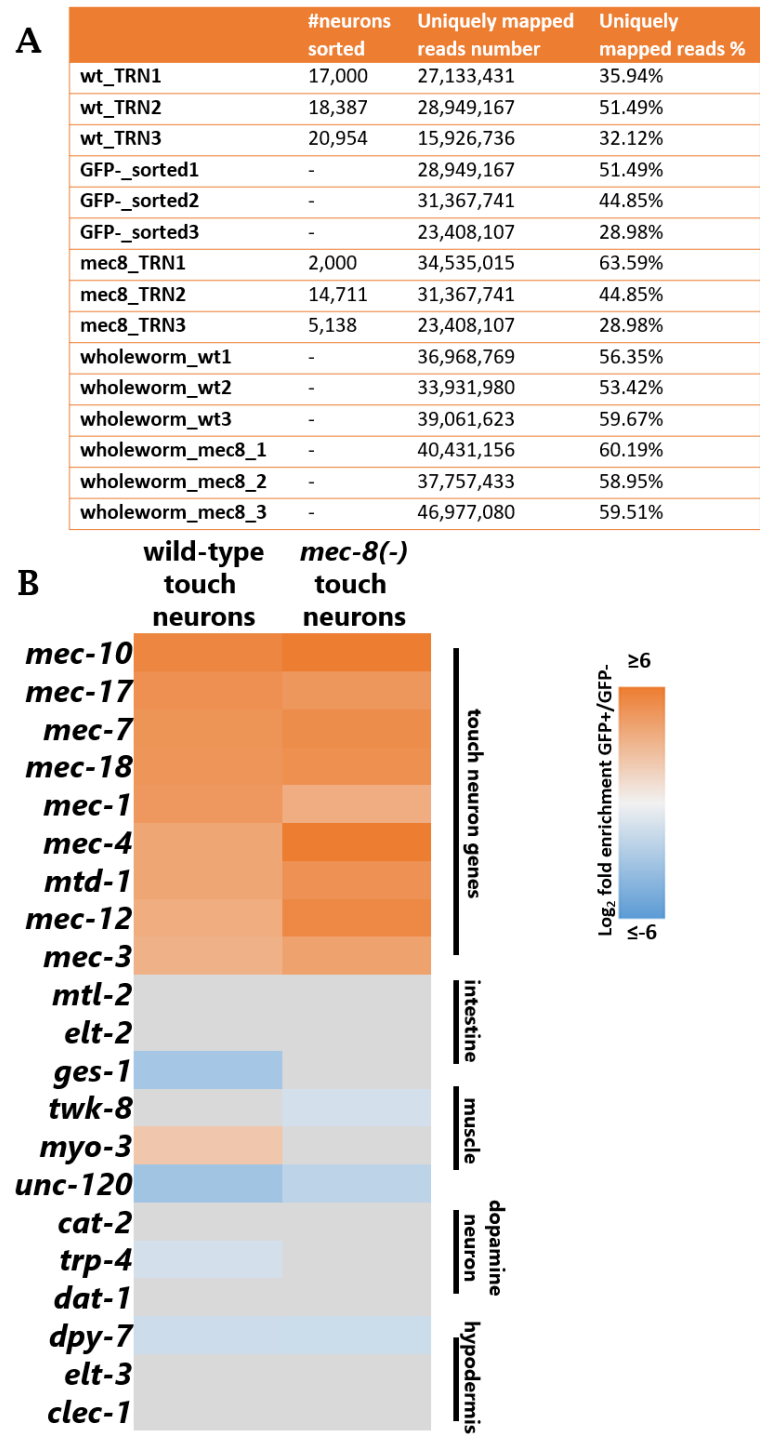

**Figure S1: Sorting and sequencing of wild-type and *mec-8(-)* touch neurons.** (A) Number of cells sorted and number of uniquely-mapped reads in sorted neuron and whole worm experiments. (B) Heatmap of tissue-specific and cell-specific gene expression enrichment in sorted neuron populations. As in Fig 1F but with additional detail on individual genes.

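The uniquely mapped reads of each sorted touch neuron library can be rebuilt from the counts as the reads on genes, on no gene and on more than 1 gene. They came to 27133431, 28949167 and 15926736 in wild-type replicates 1, 2 and 3 and to 34535015, 31367741 and 23408107 in mec-8 replicates 1, 2 and 3. Between 13613 and 19659 genes had at least 1 count in a library, and the 10 most abundant genes took between 13.3% and 30.8% of the gene counts. The most abundant gene in wild-type replicates 1, 2 and 3 was rrn-3.1, pat-10 and rrn-3.1, with 7.84%, 7.36% and 5.2% of the gene counts. In mec-8 replicates 1, 2 and 3 it was unc-54, eef-1G and lys-4, with 2.49%, 2.25% and 4.49%.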

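The heatmap compares sorted touch neurons with GFP-negative cells, and the counts give the touch neuron side of that comparison for some of its genes. In wild-type replicates 1, 2 and 3, myo-3 of body wall muscle stood at 51.7, 508 and 1122 CPM, and in mec-8 replicates 1, 2 and 3 at 328, 147 and 69.3 CPM. The hypodermal dpy-7 had 0.0, 159 and 60.2 CPM in wild-type replicates 1, 2 and 3, and 0.997, 90.4 and 0.0 CPM in mec-8 replicates 1, 2 and 3. The intestinal mtl-2 ranged from 2.80 CPM in wild-type replicate 3 to 1576 CPM in mec-8 replicate 3. The dopaminergic dat-1 stayed between 0.0440 and 3.64 CPM.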

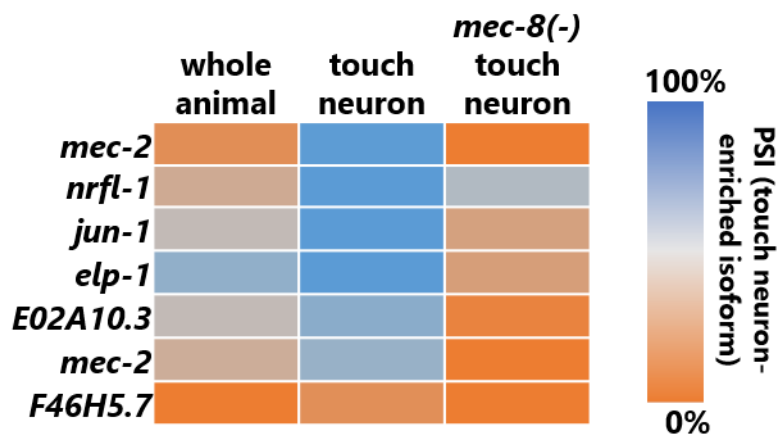

**Figure S2: *mec-8*-mediated unique isoforms in touch neurons.** Underlying gene names provided for heatmap of *mec-8*-mediated unique isoforms in touch neurons displayed in Figure 2I.

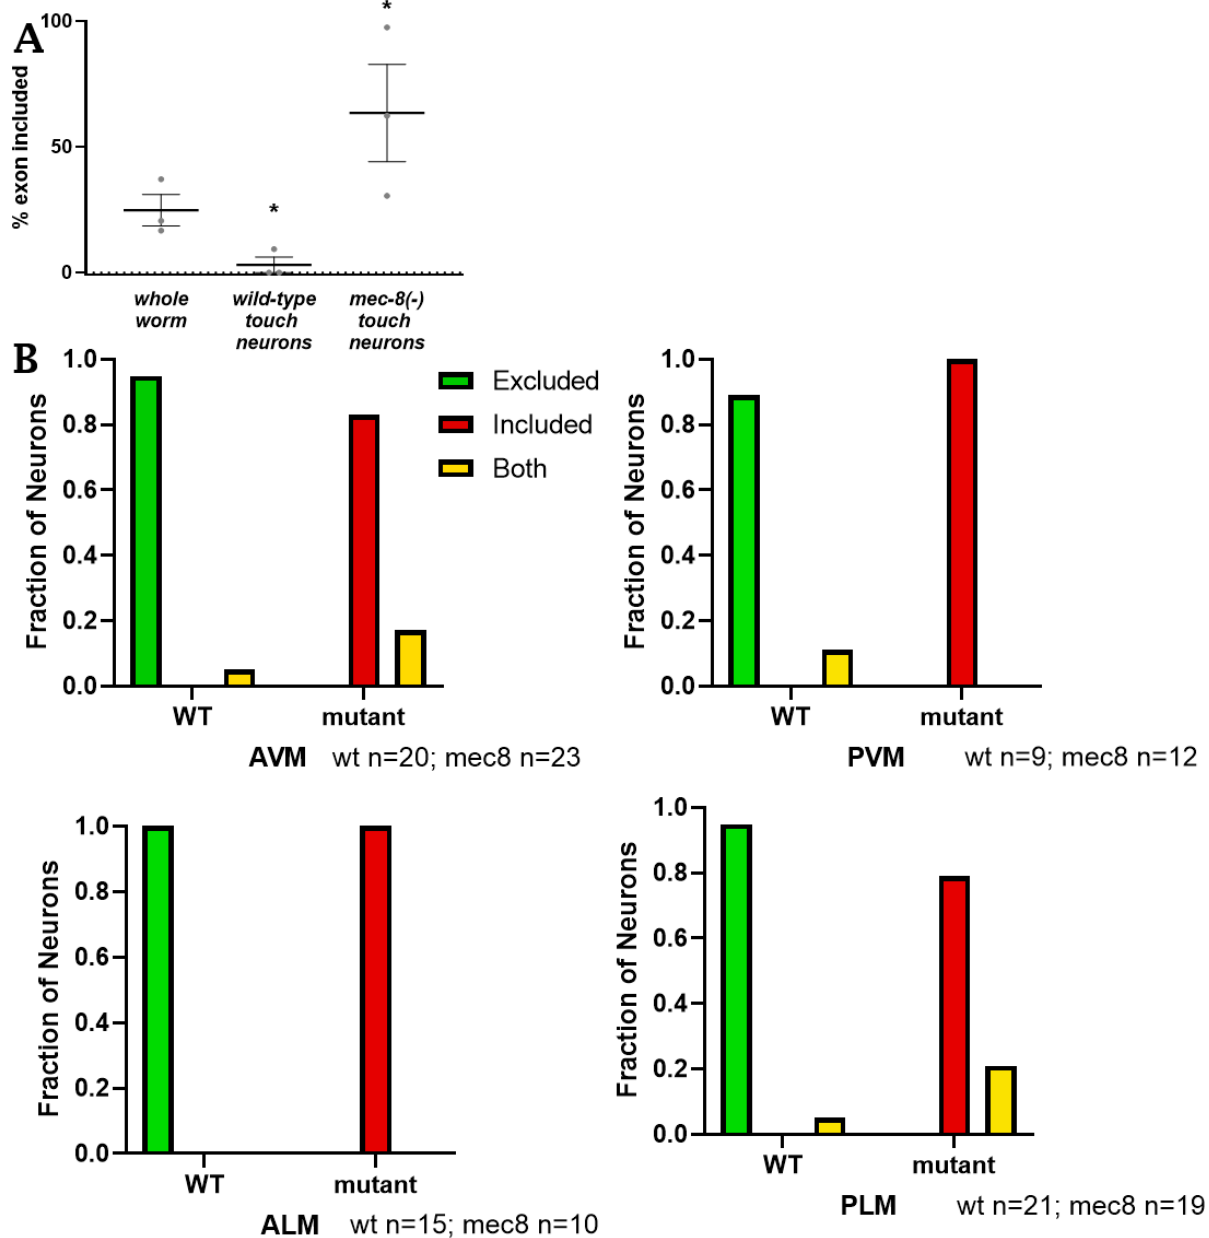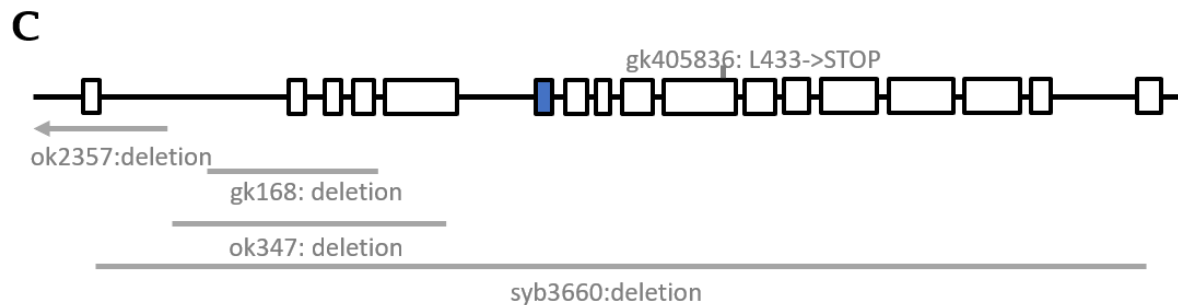

**Figure S3: *elp-1* splicing is controlled by MEC-8 in touch neurons.** (A) PSI for novel alternatively-spliced cassette exon in *elp-1* across biological replicates. Asterisk indicates  $p < 0.05$ , one-way ANOVA. (B) Quantification of splicing patterns displayed in Fig 3D-F. Splicing of *elp-1* is essentially binary- nearly all wild-type worms express only the skipped isoform in all touch neurons, while nearly all *mec-8* mutant worms express only the included isoform in all touch neurons. n refers to number of different animals scored. (C) Schematic of loss-of-function *elp-1* alleles used and generated for Fig 3G.

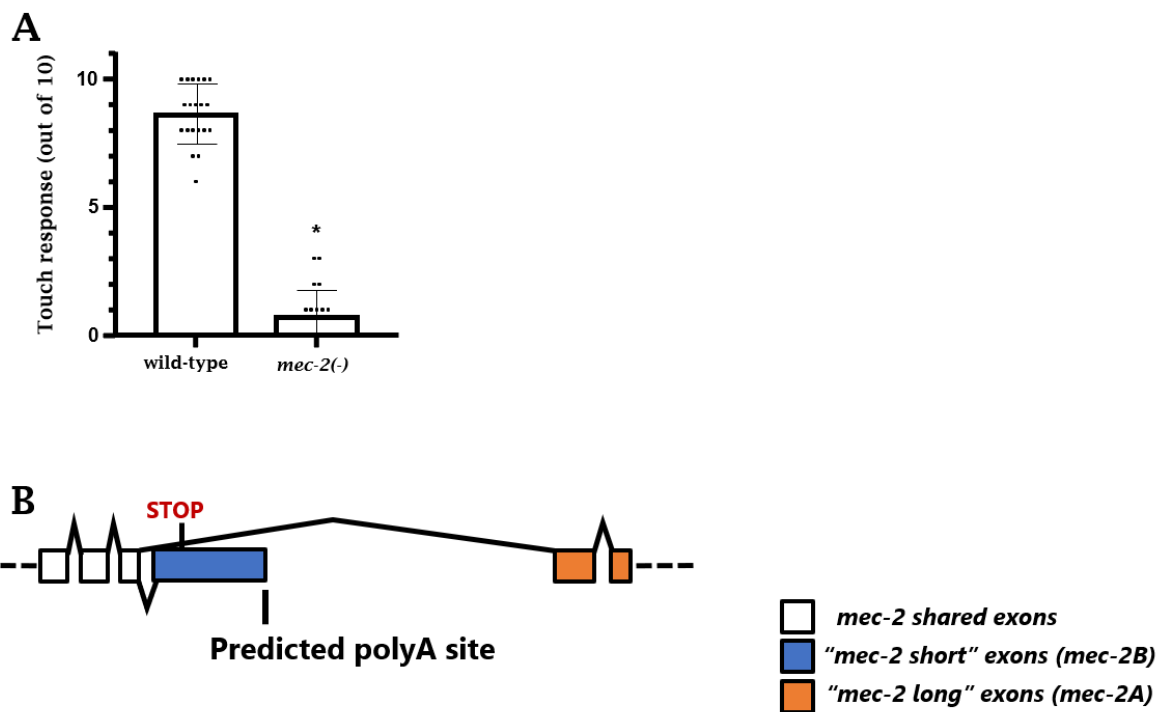

**Figure S4: *mec-2* splicing and function** (A) *mec-2* mutants are defective in touch sensation. Reference mutant allele *mec-2(e75)* was used. Asterisk indicates  $p < 0.05$ , unpaired two-tailed t-test. (B) Predicted polyA site for the short *mec-2b* isoform as predicted by PolyASite 2.0.

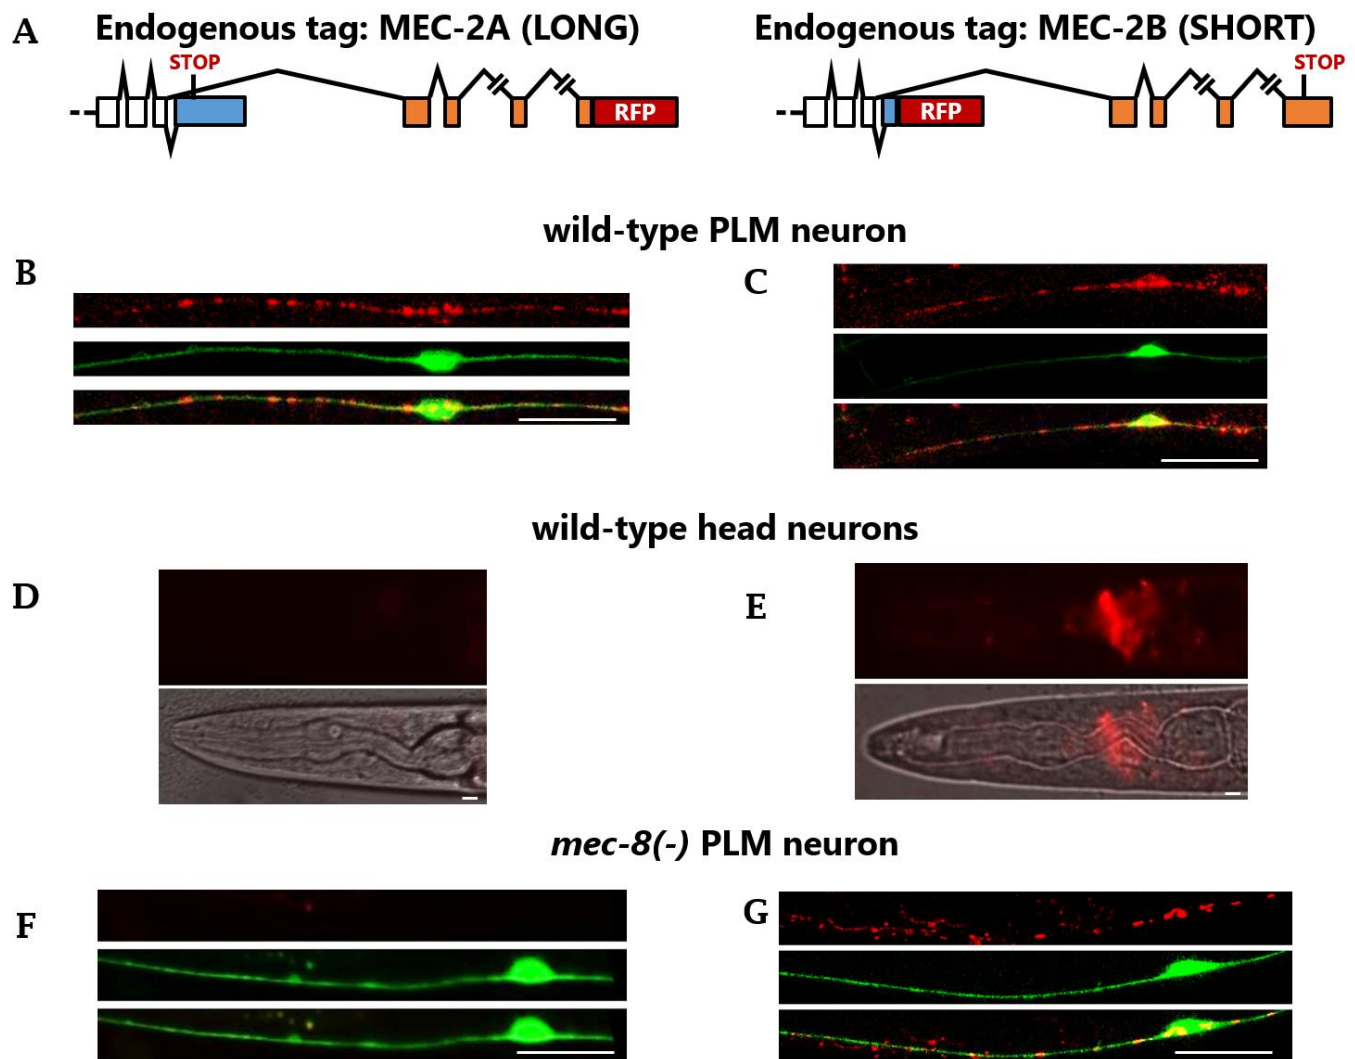

**Figure S5: Endogenous *mec-2* isoforms are differentially expressed in different neuron types, and are differentially affected by *mec-8* mutation.** (A) Two complementary endogenous strains were created using CRISPR/Cas9 genome editing: an RFP-tagged long *mec-2A* strain and an RFP-tagged short *mec-2B* strain. (B) MEC-2A::RFP is expressed in PLM touch neuron in a punctate pattern throughout both cell body and neurite. (C) MEC-2B::RFP is also expressed in PLM in punctate pattern throughout cell body and neurite. (D) MEC-2A::RFP is not strongly expressed in wild-type head neurons, where MEC-2B::RFP (E) is strongly expressed. (F) *mec-8* mutation results in loss of MEC-2A::RFP expression in PLM neurons. (G) *mec-8* mutation does not result in loss of MEC-2B::RFP expression in PLM neurons. Scale bars represent 5  $\mu$ m.

**A** *mec-8* ALM neuron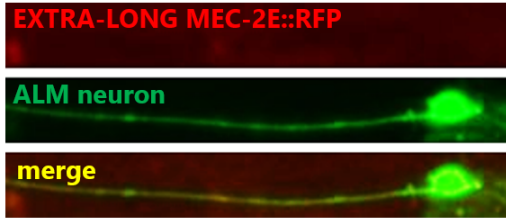**B**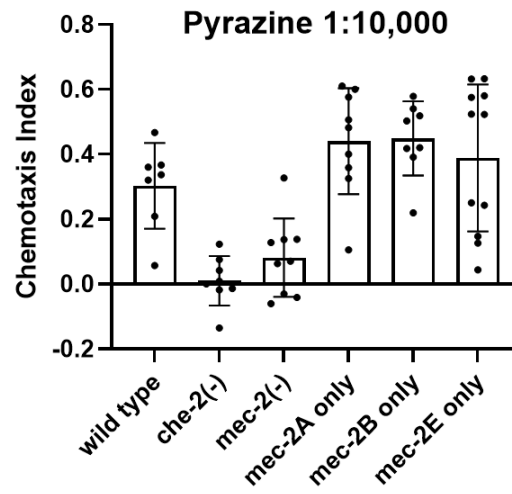**C**

**Long MEC-2A::RFP +  
Extra-long MEC-2E::FLAG**

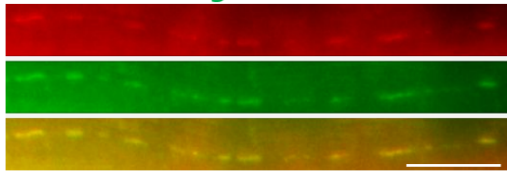**D**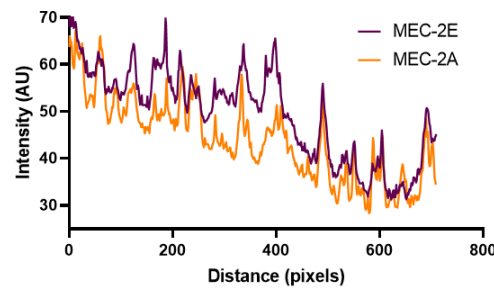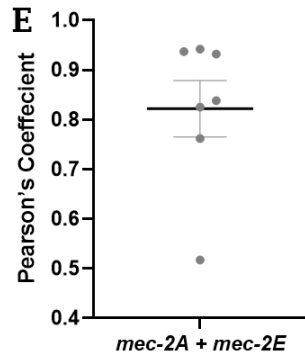

**Figure S6: *mec-2E* isoform-specific expression and function.** (A) MEC-2E::RFP expression in touch neurons is abolished in *mec-8* mutants (B) Forcing expression of either MEC-2A, MEC-2B, or MEC-2E does not cause strong defects in olfaction. (C) Endogenously-tagged long MEC-2A::RFP and endogenously-tagged (also via CRISPR/Cas9) extra-long MEC-2E::FLAG exhibit extensive punctate colocalization in individual neurites of touch neurons, as assessed by immunofluorescence. (D) Line scan of MEC-2A::RFP MEC-2E::FLAG image from panel C, demonstrating extensive overlap between MEC-2A::RFP and MEC-2E::FLAG puncta. (E) Quantification of Pearson's coefficient for colocalization between MEC-2A and MEC-2E fluorescence channels.

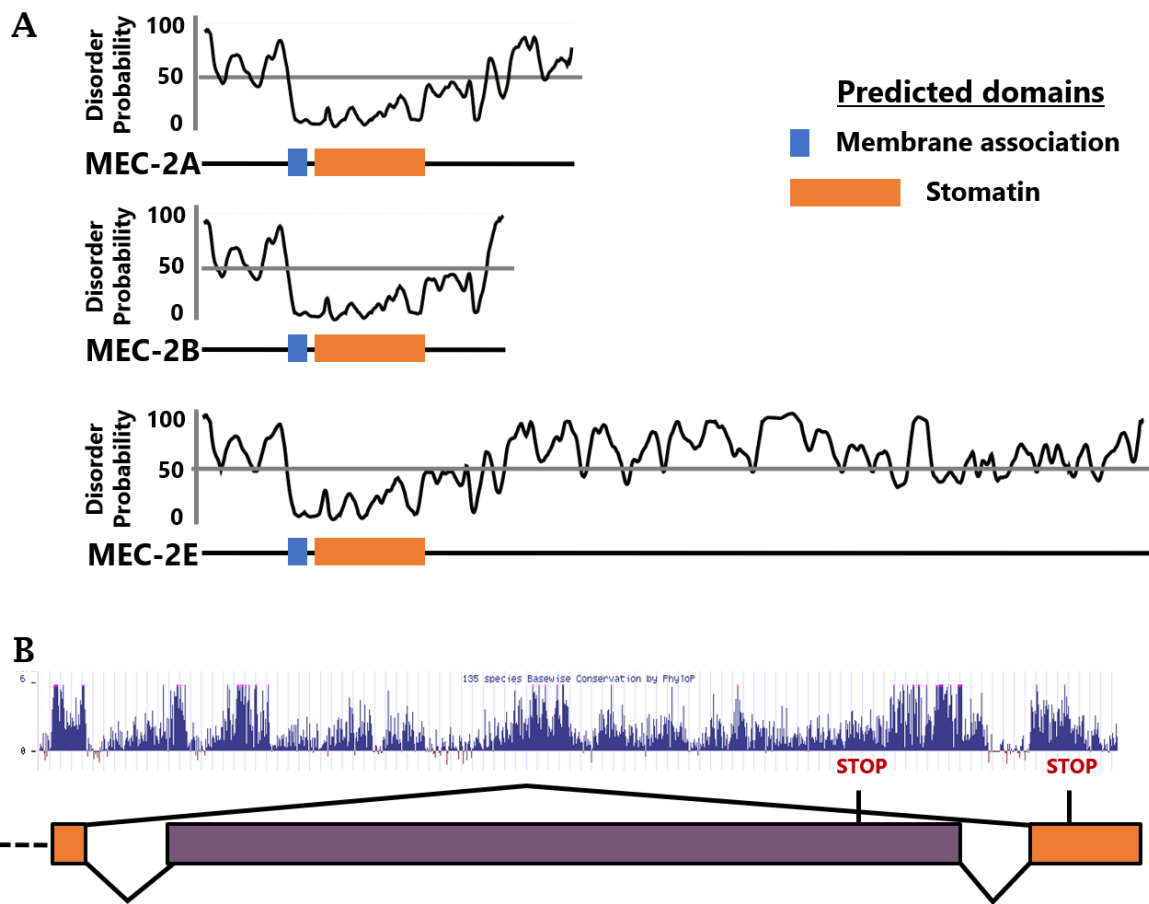

**Figure S7: *mec-2* isoform-specific structure and conservation** (A) Alternative C-termini of MEC-2 isoforms have no discernible protein domains, but differ in the length of their predicted regions of C-terminal intrinsic disorder. (B) Large non-canonical MEC-2E cassette exon exhibits substantial conservation among nematode species (PhyloP 135 species).

How the deposited data were processed for this re-analysis (not part of the article)

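RNA from sorted touch neurons of L4 animals was sequenced in 6 libraries, 3 from wild type and 3 from mec-8(e398) mutants. The samples were assigned to genotype and replicate number from the sample labels and Figure S1A. The labels give the wild-type background as N2 without the GFP transgene, while the paper sorts a mec-4p::GFP strain.

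The authors mapped paired reads with STAR to WBcel235 and deposited raw counts of reads per gene, with lines for reads on no gene, on more than 1 gene and aligned to several places. The counting settings, including strand, are not given in the paper's text. Overlapping and antisense genes and near-identical copies are therefore uncertain. Here the counts were used as deposited. Of 46726 gene identifiers, 46364 were in release 115 of the WBcel235 annotation, which gave coordinates, symbols and exon lengths. No genome sequence was used, so corrections on GC content were not run.

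Levels are CPM over the reads counted on genes. The genotypes were compared with edgeR version 4.0.16 (R 4.3.3), by quasi-likelihood test with TMM normalization, filterByExpr by genotype, Benjamini-Hochberg adjustment and a threshold of 0.05. The standard errors given with edgeR's log2 fold changes were back-calculated from that test. Each is the absolute log2 fold change over the square root of the F statistic. Alternatives were DESeq2 1.42.0, upper-quartile normalization, library size alone, no filter, a filter of 10 counts in every library, a replicate block, limma 3.58.1 voom with sample quality weights, and each library left out in turn. A loess correction on exon length, with and without the replicate block, was added after the data were seen. Gene sets from the paper's enrichment sheet were tested with limma camera at an inter-gene correlation of 0.01. The sheet was read to its 1998 listed genes, and genes below p = 0.01 there formed the sets, by the authors' DESeq2 test. Shares of counts were compared with exact permutation tests, where 3 against 3 cannot give a p below 0.1, in scipy 1.17.1 under python 3.11.15. Replicate numbers shared between the genotypes come from the labels and Figure S1A.

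The fits were tested on simulated counts with 200 of 14614 genes changed by 2 on the log2 scale. At a dispersion of 0.05 edgeR recovered 100% of them. At the dispersion estimated for each gene from these libraries it recovered 0%.

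Depth was between 15334872 and 33094142 reads on genes, and Wilson intervals at 95% and floors of 3 counts cover counting error only. Genes named in the text are those the paper names and, by a rule set before the data were examined, up to 5 genes each way among those with an adjusted p under 0.05 whose libraries did not overlap between genotypes, of which there were 0. The yolk genes vit-1 to vit-6 come from a list of markers written at the same time. The genes rrn-3.1, pat-10, unc-54, eef-1G and lys-4 are named as the most abundant of each library, chosen after their counts were seen. The pan-neuronal genes unc-104 and snb-1 were also named after their levels were seen. Of the 37 whole-animal event genes, 1 symbol was not matched and 1 had 2 identifiers, and both were left out, the second of them after the counts had been seen but before the coverage result. Splice junctions, GFP-negative cells and whole animals were not analysed here. The genotypes had been compared across all genes, and the library correlations read, before the tests of explanations were written down.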

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

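The test on marker genes below was chosen only after their uneven levels, and the outcome of the test on depleted genes, had been seen, and the paired tests after the shares had been seen.

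Genes that the paper does not discuss took large and uneven shares of the sorted touch neuron libraries, above the smallest share the depth can show. The 6 yolk genes vit-1 to vit-6 took 4.68% of the gene counts in mec-8 replicate 1, 0.554% in wild-type replicate 1 and 0.346% in mec-8 replicate 3, and 0.00155% or less in the other 3 libraries. The 31 major sperm protein genes took 8.19% in mec-8 replicate 1, and between 0.00260% and 0.401% in the others. The 156 collagen genes took 10.4% in wild-type replicate 1 and between 1.19% and 6.48% elsewhere. None of the 3 families separated the genotypes (exact two-sided permutation tests, p = 0.7, 0.2 and 0.7), and 3 against 3 cannot go below 0.1. As same-numbered pairs, the sperm protein share was higher in mec-8 in 3 of 3 pairs, the yolk share in 2 and the collagen share in 2 (exact sign-flip permutation tests of the paired differences, p = 0.25, 0.5 and 1.0, where 3 pairs cannot go below 0.25). With so few libraries genotype was neither shown to account for these shares nor excluded.

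Several technical explanations were weighed for the wide differences between libraries of 1 genotype. A candidate explanation is RNA from other cells in the sorted material. It predicts that the genes the paper lists as depleted from sorted cells vary more within a genotype than genes of matched expression. They varied less, at percentile 0.0 of 10000 random sets, which goes against the explanation as it was written down. The check cannot decide, however, since only 64 of the 137 genes passed the filter. The list's p-values were also computed with these libraries, which could favour genes of low spread. That possible bias was raised after the outcome and was not tested. The genes listed as enriched, chosen by the same threshold, varied more than matched genes (median SD 1.81 against 1.45). Of 43 marker genes of yolk, sperm, muscle and intestine, 42 passed the filter, and their median SD within a genotype was 4.05 on the log2 scale against 1.06 for matched genes, at percentile 100.0. Among these markers the yolk and sperm genes carried this, while the muscle and intestine genes alone, 3 of each, were at percentiles 75.4 and 65.2. The collagen genes, which were not among the markers, also varied more than matched genes. Their median SD was 2.632 against 1.195, at percentile 100.0, with 119 of 156 genes passing the filter. The median SD was 6.91 for the yolk genes, 1.85 for the 10 touch neuron genes (percentile 99.8) and 1.81 for the genes listed as enriched in sorted cells (percentile 99.55). A varying amount of RNA from other cells would also vary the share of touch neuron genes, so their spread does not count against the explanation. The marker genes were tested after their uneven shares had been seen, so their spread is not independent evidence for it. Depth does not account for the differences, since thinning each library to the smallest changed the median SD by -3.96%. A length correction raised it, by 3.6%. GC content was not tested. Many collagen and sperm genes are near-identical copies whose reads the counting may have divided or set aside, which was not tested. The number of cells sorted for each library also differed, and was smallest for mec-8 replicate 1, then for mec-8 replicate 3 (Figure S1A). Its effect was not tested, and was not separated from genotype or from the outlying values of mec-8 replicate 1. The differences cannot be told apart from RNA of other cells or from differences between harvests.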

How the results depend on the processing

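The count of 0 genes different between mec-8 and wild type stayed at 0 under upper-quartile normalization, library size alone, both count filters, the replicate block, voom with quality weights, the length corrections, a threshold of 0.1 and each of the 6 fits that left out 1 library. DESeq2 gave 44 genes, and the cause was not tested, although DESeq2 also called 94 unchanged genes on counts simulated with the spread of these libraries. At an unadjusted p under 0.05 there were 470 genes, 240 with the replicate block, 872 with the block and the length correction, 1016 with no count filter, 1138 with DESeq2, between 373 and 567 under the other settings on all 6 libraries, and from 264 to 1335 with 1 library left out. The counts of touch neuron genes and of genes with MEC-8-regulated splicing past the threshold were 0 throughout, with 1 exception. With 1 library left out they ran from 0 to 0. The exception was DESeq2 adjusted over the spliced genes alone, which called 1, ifb-2. That adjustment covered only those of the 12 genes with a DESeq2 p-value, which left out mec-2. On chromosome I, DESeq2 placed 2 of its genes against 41 elsewhere (Fisher's exact test, p = 0.114), and the other settings 0. Not all of the 44 genes called by DESeq2 were counted in these groups.

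The log2 fold change of mec-8 ranged from -2.30 to 0.32 with 1 library left out, that of mec-2 from -1.21 to 3.89, that of elp-1 from -0.61 to 1.67, that of F46H5.7 from 0.36 to 1.60 and that of ZK180.5 from -2.80 to 2.85. The sign of ZK180.5 also changed with the length correction (-0.04), and that of elp-1 with quality weights (-0.03). DESeq2 gave no p-value for mec-2. The difference in the share of counts on the touch neuron genes ranged from -0.581 to 0.144 percentage points with 1 library left out. The coverage difference of whole-animal-only genes ranged from -1.93 to -1.44 with 1 library left out. It lost its side of the threshold per kilobase of exon (-1.60) and in wild-type libraries only (-1.39). The causes were not tested. Since the genes with touch neuron events were called from reads in these libraries, a difference toward lower coverage in the others is partly fixed by the grouping under each of these settings.

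For the genes the paper lists as GFP-enriched, limma camera gave p = 0.444 toward lower in mec-8. The camera p was 0.694 with the replicate block and 0.545 with the block and the length correction, both toward higher in mec-8, and 0.0177 with quality weights. With 1 library left out p ranged from 3.00e-05 to 0.894, with both directions. For the GFP-depleted genes, of which 64 of 137 were tested, the camera p was 0.0643 toward lower in mec-8, 0.186 with the replicate block, 0.0343 with library size alone, 0.00523 with the length correction, 0.0557 with the block and the length correction and 0.528 with quality weights, and from 0.00157 to 0.880 with 1 library left out. With the inter-gene correlation estimated from the data, p was 0.863 and 0.616. No cause was tested for these changes.

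The labels share replicate numbers, so the real split was compared with the 4 splits of the libraries, itself included, that part all 3 same-numbered pairs. The remaining 6 of the 10 splits part only 1 pair. Every one of the 4 gave 0 genes, although a split cannot give fewer than the real 0, and 3 of the 4 gave at least 470 genes at an unadjusted p under 0.05. For the enriched and the depleted sets, 4 of the 4 gave a camera p as small as the real one. With 4 splits such a share cannot fall under 0.05. DESeq2 called 239, 59 and 6 genes in the other 3 of these splits, against 44 in the real one.

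Planned corrections on GC content with length were not run, since no genome sequence was used. The length corrections were chosen after seeing the data, as were the paired tests of single genes and of the gene families and tissues. Depth did not set these limits. The spread between libraries did, as edgeR recovered 200 of 200 simulated genes at a small spread and 0 of 200 at the spread of these libraries.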

Differences from the paper's values

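The paper's methods give 35 to 100 M uniquely mapped reads for each sample. The 6 sorted libraries held between 15.9 and 34.5 M, and none of the alternatives set before the data were examined bears on read totals. The mean of the 6 libraries, 26886699.5, is the mean stated in the paper's results.

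The paper states that the touch neuron dataset has few reads on ZK180.5 beside whole animals, and Figure 2F shows no coverage of the gene at its scale in touch neurons of either genotype. The sorted libraries held 42800 counts in wild-type replicate 2 and 63640 in mec-8 replicate 2, and between 212 and 3019 in the other 4.

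Figure S1A lists for 3 GFP-negative samples the same numbers of uniquely mapped reads as for wild-type replicate 2, mec-8 replicate 2 and mec-8 replicate 3. The counts of those 3 touch neuron libraries add up to these numbers, 28949167, 31367741 and 23408107.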

Other observations

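The tests on hypodermal, pan-neuronal and touch neuron genes below were chosen only after those levels had been seen. The correlation of the replicate 2 libraries had been seen before the test on genes raised in pairs was written down. Tests on the number of genes raised in pairs of libraries, on overlapping and neighbouring genes, and on the enrichment sheet were written down before their results.

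ZK180.5 stood at 1535 and 2105 CPM in the replicate 2 libraries of wild type and mec-8, and the lower of these was 12.7-fold above the highest of the other 4 libraries. A hypothesis is that libraries of the same replicate number were handled together. The 2 replicate 2 libraries shared 43 genes at least 10-fold above every other library, more than any of the other pairs of 1 wild-type and 1 mec-8 library. The replicate 1 pair shared 20 and the replicate 3 pair 0, while pairs of different number shared between 0 and 4. The correlation of deviations was 0.485 for the replicate 2 pair, 0.0535 for replicate 1 and -0.181 for replicate 3, while wild-type replicate 3 and mec-8 replicate 1 reached 0.302, so the numbers do not pair the libraries throughout. The annotation lists 0 genes overlapping ZK180.5, so there was no such gene to examine. The 3 hypodermal genes of Figure S1B do not settle whether hypodermal RNA contributes. Summed, their lower replicate 2 share was 0.715 of the highest share elsewhere, but dpy-7 alone was highest in the replicate 2 libraries, at 159 and 90.4 CPM against 60.2 CPM or less. A shared batch of the replicate 2 libraries and hypodermal RNA both remain candidate explanations, and what differed in it was not measured.

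In mec-8 replicate 1, mec-2 was 33.8-fold above the median of the other libraries. More touch neuron RNA alone would raise the touch neuron genes alike, but their median ratio was 5.17, within a range of 1.54 to 25.4. The 8 pan-neuronal genes had a median ratio of 3.07 and also spread widely. In mec-8 replicate 1 rgef-1 stood at 36.6 CPM against 0.992 to 3.79 in the other libraries. For unc-104 it was 298.6 CPM against 14.8 to 34.2. In contrast, snb-1 at 24.7 CPM lay within its range of 9.52 to 42.9 elsewhere. Of the 10 nearest genes, 0 were more than 8-fold raised. Neither general neuronal RNA nor a raised chromosomal region accounts for the whole of it, and reads from a transgene or an isoform's own behaviour were not tested. The mec-8 replicate 1 library also had the fewest sorted cells (Figure S1A), and the effect of that was not tested.

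Figure S1A gives 3 of the libraries the same read totals as GFP-negative samples. A slip in the table and a mislabelled sample are both possible. If these 3 libraries had been GFP-negative cells, fold changes of the other 3 over them might follow the paper's enrichment sheet better than any other split. They did not, since 3 of the 9 other splits followed it more closely (Pearson's r across genes 0.487 for this split and up to 0.557). By rank correlation this split stood at 0.538, and the splits above it at 0.550 and 0.598. In the other direction, the enriched genes differed most between these groups of all 10 splits (limma camera p = 1.06e-12), and the touch neuron genes took a smaller share in each of the 3 libraries than in each of the others (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The genes compared with the sheet were only those read from it, with p up to 0.0737 in the authors' DESeq2 test, which included these libraries. How often this comparison would detect a mislabelled sample is unknown. The tests point different ways and do not settle it, and every sample was kept under its label.

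Levels of 4 other genes the paper names belong at no claim. Mean CPM was 225.7 ± 96.5 (SD, n = 3) in wild type and 154.8 ± 136 (SD, n = 3) in mec-8 mutants for smu-1, and 203.6 ± 73.7 (SD, n = 3) and 199 ± 189.5 (SD, n = 3) for smu-2. It was 129 ± 105 (SD, n = 3) in wild type and 41.3 ± 37.3 (SD, n = 3) in mec-8 mutants for sym-2, and 15.1 ± 6.53 (SD, n = 3) and 4.95 ± 4.32 (SD, n = 3) for exc-7. None separated the genotypes (exact two-sided permutation tests, p = 0.5, 1.0, 0.4 and 0.2, where 3 against 3 cannot go below 0.1). In same-numbered pairs, exc-7 was lower in mec-8 in 3 of 3 and each of the others in 2 of 3 (exact sign-flip permutation tests of the paired differences, p = 0.25 for exc-7 and 0.75, 1.0 and 0.5 for smu-1, smu-2 and sym-2). These paired tests were chosen after the levels had been seen.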
